# PRDM16 expression and function in mammalian cochlear development

**DOI:** 10.1002/dvdy.480

**Published:** 2022-05-07

**Authors:** Michael Ebeid, Kathy Barnas, Hongji Zhang, Amal Yaghmour, Gabriele Noreikaite, Bryan C. Bjork

**Keywords:** Cochlear development, Kölliker's organ, PRDM16

## Abstract

**Background:**

PR domain containing 16 (PRDM16) is a key transcriptional regulator in the development of craniofacial, adipose, and neural tissues. Our lab identified PRDM16 expression in the epithelial cells of the Kölliker's organ (KO) that starts at ~E13.5 and is maintained until KO disappearance. A transgenic mouse model that carries a gene trap null allele of *Prdm16* (*Prdm16* ^*cGT*^) was used to characterize the impact of *Prdm16* loss on cochlear development.

**Results:**

At P0 *Prdm16* ^*cGT*^ null cochlea exhibited hypoplastic KO, shortened cochlear duct, increased density of hair cells (HCs) and supporting cells (SCs) in the apical turn as well as multiple isolated ectopic HCs within the KO domain. KO epithelial cells proliferation rate was reduced in the apical turn of the developing *Prdm16* ^*cGT*^ null cochlea vs controls. Bulk RNA sequencing of cochlear duct cells at E14.5 followed by quantitative real time PCR and mRNA Fluorescence in‐situ hybridization (FISH) validation identified differentially expressed genes in *Prdm16* ^*cGT*^ null vs littermate control cochleae. Upregulated genes at E14.5 included *Fgf20*, as well as several Notch pathway genes (*Lfng*, *Hes1*, and *Jag1*).

**Conclusions:**

This study characterizes *Prdm16* expression during cochlear development and establishes its requirement for KO development.

## Key Findings

- Prdm16 is a novel marker for Kölliker's organ in the developing mammalian cochlea
- Prdm16 is required for Kölliker's organ cell proliferation and is involved in spiral limbus and tectorial membrane development
- Prdm16 inhibit sensory fates in Kölliker's organ cells during development

## 1 INTRODUCTION

Mammalian cochlear development involves a precisely orchestrated series of events that convert a simple thickened epithelium (otic placode) to a complex structure connected to the central nervous system. In mice, the cochlear duct arises from the otocyst around embryonic day 11 (E11).^1^ As the cochlear duct extends and coils, a subset of cells within its floor begins to develop as the prosensory domain that will give rise to the organ of Corti.^2^ This domain is localized to a narrow strip extending along the cochlear duct floor.^1^ On the neural side of the developing organ of Corti, a group of epithelial cells constitutes Kölliker's organ (KO). This organ is a transient epithelial structure that undergoes remodeling during the embryonic and early postnatal stages. As the cochlea matures, KO columnar cells are replaced by cuboidal cells lining the mature inner sulcus and represent approximately 12% of the original cell count.^3^ Thyroid hormone has been shown to regulate this process as its deficiency leads to prolonged survival of KO cells and malformed tectorial membrane.^4^, ^5^ The role of KO is still under investigation and is thought to be involved in tectorial membrane formation^6^ and generating intrinsic spontaneous activity that drives primary afferent auditory neurons.^7^, ^8^ Previous studies have shown that KO epithelial cells have some capacity to generate sensory hair cells upon forced expression of genes involved in hair cell differentiation such as *Atoh1*.^9^, ^10^, ^11^ The mechanism underlying the regulation of KO cells' capacity to generate hair cells is still unclear. It has been proposed that the Notch signaling pathway restricts the sensory fate at the neural boundary of the developing organ of Corti,^12^ while Hedgehog signaling represses the sensory competence of the KO cells.^13^ Molecular mechanisms governing KO development, sensory competence, and the ultimate function of KO in the mature cochlea are still under investigation.

Using single‐cell transcriptomic analysis and immunostaining, we identified that PR domain‐containing 16 (*Prdm16*) is expressed within KO during cochlear development. This gene encodes a protein that belongs to the PRDM family which consists of 17 members and is characterized by the combination of a PR‐SET domain and a number of Zn‐finger domains.^14^ The PR domain exhibits Histone‐H3 monomethylase activity, while zinc‐finger domains are capable of sequence‐specific DNA binding.^15^ *Prdm16* has been identified as a key regulator in the development of multiple diverse cell types, including neuronal stem cells,^16^ hematopoietic stem cells,^17^ craniofacial,^18^, ^19^ and adipose tissues.^20^ A few molecular mechanisms were identified downstream of *Prdm16*, including repression of transforming growth factor beta (TGF‐β) superfamily signaling during craniofacial development^18^, ^21^ and chromatin remodeling activity during brown adipose tissue development.^22^ The role of *Prdm16* in mammalian cochlea development, and ultimately in hearing function, has not been investigated. *PRDM16* is located at 1p36.32 in the human genome (hg38), and deletion of genetic material from the short (p) arm of chromosome 1 lead to 1p36 deletion syndrome.^23^ Sensorineural hearing impairment was reported in 82% of patients with 1p36 deletion syndrome,^24^ yet the underlying gene responsible for hearing impairment in 1p36 deletion syndrome has not been identified. This study describes the expression of *Prdm16* during mammalian cochlear development and the developmental consequences of its loss.

## 2 RESULTS

To identify novel genes required for mouse cochlear development, we utilized the 10× genomics platform and bioinformatics analysis to capture and analyze individual single‐cell transcriptome profiles from WT cochlear duct cells at E14.5. Graph‐based clustering was used to identify clusters of cells with similar transcriptional profiles. We utilized previously identified markers for different populations of cells including mesenchyme markers *Tbx18* & *Pou3f4*,^25^, ^26^ non‐sensory roof epithelial markers *Fgf9*, *Otx1* & *Otx2*,^27^, ^28^ prosensory domain markers *Sox2*, *Jag1* & *Hey2*,^29^, ^30^, ^31^ KO markers *Fgf10* & *tecta* ^32^ and future outer sulcus markers *Bmp4* & *Lmx1a* ^1^ to cluster different population of cells within the developing cochlear duct (Figure 1A). To uncover novel genes expressed within each population, we performed differential gene expression analysis across known populations. A list of top 20 differentially expressed genes within each population is shown in Table 1 and the whole data set is shown in Table S1. Analysis of differentially expressed genes within the KO population at E14.5 identified *Prdm16* as a novel marker for this population (Figure 1A). Next, we characterized the expression of *Prdm16* in WT cochleae through immunostaining using anti‐PRDM16 antibody^33^ concomitantly with anti‐SOX2 staining as established marker for the prosensory domain and supporting cells later in development. Our data confirmed PRDM16 expression within the nuclei of KO cells as early as E13.5, and its expression is maintained in the KO domain throughout development until postnatal day 7 (P7) (Figure 1B). Expression appeared first in the basal and middle regions of E13.5 cochlear duct then extended to the cochlea's apical turn around E15.5. We observed partial overlap between the PRDM16 and SOX2 domain at all time points in the region of inner supporting cells. PRDM16 staining shows moderate level of expression within the interdental cells (IDCs) and low level of expression within the stria vascularis (SV) (Figure 1B). Such expression is maintained until P0 when it rapidly declines. The KO start diminishing in size at P0 while PRDM16 expression is maintained, and the whole organ disappears by ~P10, leaving only inner sulcus cells. Since JAG1 is known to be restricted to the prosensory domain around E14.5, we performed co‐staining with PRDM16 and confirmed that PRDM16 expression is limited to the KO, since there is no co‐localization of PRDM16 and JAG1 (Figure 1C).

**FIGURE 1:**
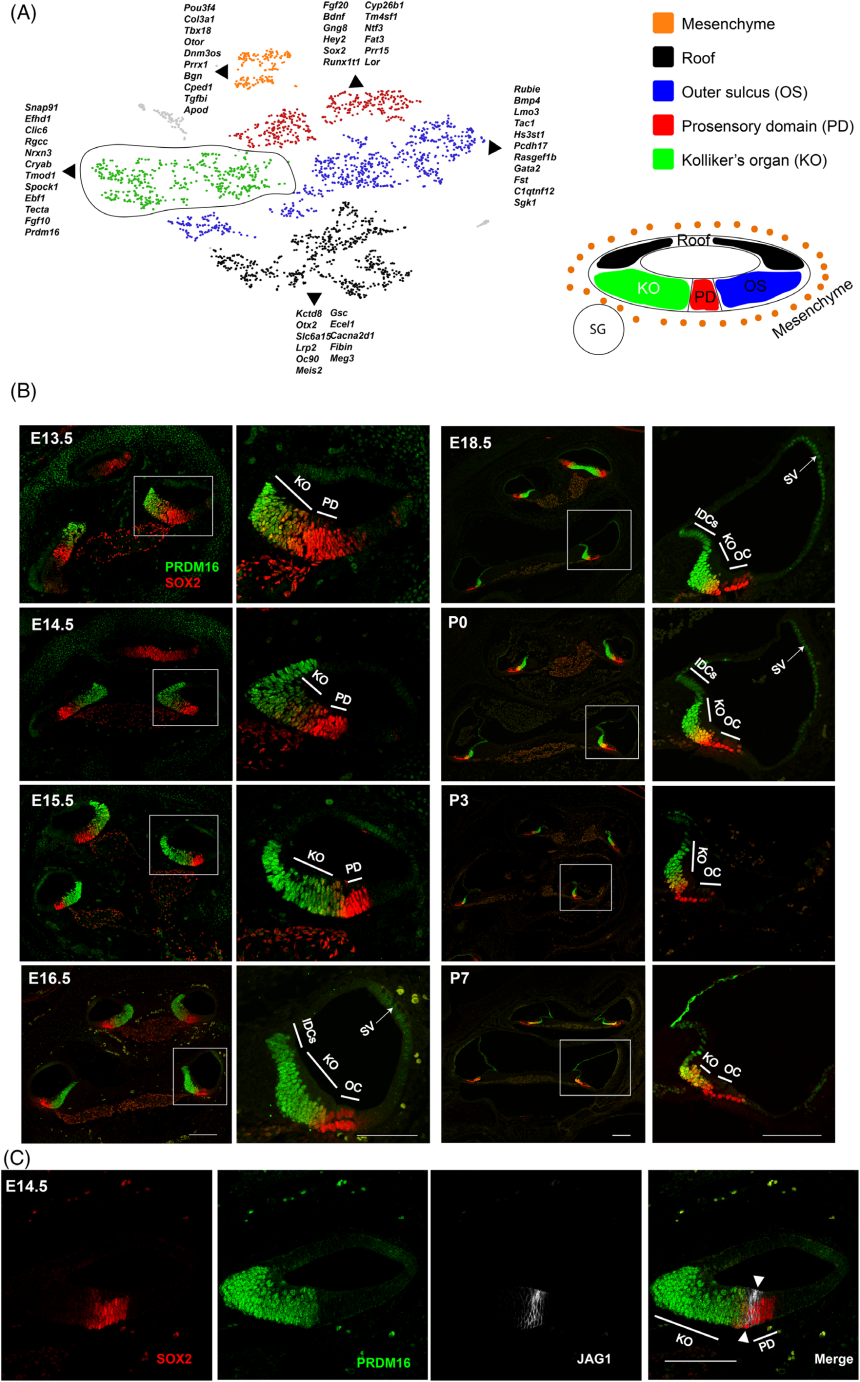
*Prdm16* expression marks the KO during mouse cochlear development. (A) t‐SNE plot representing graph‐based clustering of single cell gene expression in WT E14.5 isolated cochlear duct cells showing different cell clusters (color‐coded) and enriched gene sets per cluster. (B) Immunostaining of WT cochlear ducts for PRDM16 (green) and SOX2 (red) at multiple time points (E13.5‐P7) showing nuclear expression of *Prdm16* within KO epithelial cells. White boxes indicate magnified middle turn at each time point. (C) Immunostaining of E14.5 WT cochlear section (middle turn) showing a clear demarcation between JAG1 and PRDM16 expression (white arrowheads). IDCs, interdental cells; KO, Kölliker's organ; OC, organ of Corti; PD, prosensory domain; SG, spiral ganglion; SV, stria vascularis (scale bar = 100 μm).

**TABLE 1:** Top 20 enriched genes within each cluster at E14.5 in WT mouse cochlea.

Kölliker's organ Genes	L2FC	*P* value	Prosensory domain Genes	L2FC	*P* value	Outer sulcus Genes	L2FC	*P* value	Roof Genes	L2FC	*P* value	Mesen‐chyme Genes	L2FC	*P* value
*150 001‐5O10Rik*	4.50	2.18E‐50	*Fgf20*	4.31	1.35E‐64	*Rubie*	4.62	1.46E‐67	*Kctd8*	6.35	5E‐124	*AI593442*	9.83	2.07E‐42
*Snap91*	4.20	8.49E‐61	*Bdnf*	3.82	1.36E‐45	*Bmp4*	4.32	4.70E‐83	*Otx2*	6.14	2.4E‐137	*Pou3f4*	8.99	8.64E‐96
*Efhd1*	3.64	1.58E‐51	*Gng8*	3.47	1.38E‐39	*Lmo3*	4.18	7.90E‐63	*Slc6a15*	5.91	3.98E‐95	*Col3a1*	8.99	1.47E‐92
*Clic6*	3.26	3.86E‐40	*Hey2*	3.42	2.65E‐47	*Tac1*	3.40	1.67E‐37	*Lrp2*	5.91	2.69E‐70	*Tbx18*	8.67	7.12E‐123
*Rgcc*	2.70	6.94E‐30	*Sox2*	3.37	3.08E‐49	*Hs3st1*	2.68	2.43E‐35	*Oc90*	5.58	7.2E‐142	*Otor*	8.50	1.71E‐97
*Nrxn3*	2.60	1.78E‐23	*Runx1t1*	3.27	8.18E‐32	*Pcdh17*	2.47	6.37E‐23	*Meis2*	5.53	8.3E‐99	*Dnm3os*	8.32	1.88E‐67
*Cryab*	2.50	3.07E‐23	*Cyp26b1*	3.13	1.41E‐34	*Rasgef1b*	2.38	1.66E‐26	*Gsc*	5.49	5.85E‐93	*Prrx1*	8.00	2.23E‐78
*Tmod1*	2.49	7.62E‐26	*Tm4sf1*	2.94	8.14E‐31	*Gata2*	2.36	4.27E‐29	*Ecel1*	5.20	1.12E‐83	*Bgn*	7.55	1.63E‐69
*Spock1*	2.48	6.5E‐22	*Ntf3*	2.80	4.26E‐34	*Fst*	2.29	1.80E‐25	*Cacna2d1*	4.95	9.64E‐84	*Cped1*	7.23	5.27E‐72
*Ebf1*	2.47	6.32E‐27	*Fat3*	2.73	1.18E‐29	*C1qtnf12*	2.10	7.49E‐23	*Fibin*	4.85	1.8E‐82	*Tgfbi*	7.08	7.47E‐60
*Tecta*	2.46	4.3E‐26	*Prr15*	2.60	8.08E‐23	*Sgk1*	2.01	6.88E‐19	*Meg3*	4.35	1.35E‐89	*Apod*	7.07	1.71E‐35
*Fgf10*	2.35	6.02E‐22	*Lor*	2.58	2.25E‐24	*Itih5*	1.99	5.81E‐20	*Fut9*	4.34	2.53E‐73	*Pdgfra*	6.76	5.80E‐57
*Prdm16*	2.30	8.07E‐19	*Cdkn1b*	2.54	3.01E‐26	*Rprm*	1.80	3.20E‐16	*Tbx1*	4.30	2.43E‐78	*Col26a1*	6.08	6.31E‐65
*Dcn*	1.97	1.33E‐13	*Tectb*	2.47	6.48E‐24	*Gata3*	1.77	1.57E‐17	*Mme*	4.19	1.21E‐72	*Col1a2*	6.05	4.84E‐57
*Chst15*	1.95	2.7E‐15	*S100a1*	2.46	1.13E‐24	*Unc5b*	1.76	1.23E‐15	*Krt19*	4.07	9.85E‐65	*Eva1b*	5.92	2.52E‐60
*Cenpf*	1.86	1.79E‐11	*Lgr5*	2.40	4.56E‐23	*Smad7*	1.73	6.66E‐16	*Ap1s2*	3.91	2.26E‐62	*Clmp*	5.39	7.04E‐45
*Top2a*	1.78	1.03E‐11	*Sox21*	2.40	5.58E‐24	*Ppfibp1*	1.73	3.10E‐15	*Pid1*	3.78	8.18E‐64	*Car3*	4.94	1.62E‐24
*Mia*	1.78	1.58E‐13	*Rassf9*	2.38	1.14E‐23	*Sfrp1*	1.68	1.00E‐15	*Ehbp1*	3.60	6.29E‐56	*Atp1a2*	4.69	1.14E‐33
*Tectb*	1.76	1.91E‐11	*Ntm*	2.25	3.59E‐20	*923 010‐2O04Rik*	1.65	2.16E‐14	*Lurap1l*	3.54	6.64E‐59	*Foxc1*	4.51	6.65E‐35
*Cdh4*	1.74	1.46E‐11	*Hs6st2*	2.24	4.43E‐20	*Angpt1*	1.58	4.14E‐12	*Phldb2*	3.36	4.07E‐49	*Dab2*	4.37	2.74E‐22

To understand the role of *Prdm16* in cochlear development, we used the *Prdm16* ^*cGT*^ gene trap null mutant mouse strain^33^ and validated the loss of PRDM16 in the cochlea by immunohistochemistry (Figure 2A). Since *Prdm16* ^*cGT*^ null mutants die shortly after birth due in part to complications related to presence of cleft secondary palate, we characterized the cochlear phenotype at P0. H&E and immunostaining of cochlear sections at P0 showed hypoplastic KO in *Prdm16* ^*cGT*^ null cochlea compared with heterozygote littermate controls (*Prdm16* ^*cGT/+*^) (Figure 2B,C). The thickness of KO was significantly reduced across the whole length of the cochlear duct (Student's *t*‐test *P* value <0.001, n = 5) (Figure 2B‐D). We also observed failed development of the spiral limbus (SL), along with detachment and fragmentation of tectorial membrane (TM) across all cochlear turns in *Prdm16* ^*cGT*^ null mice (Figure 2B‐D). Additionally, SV thickness was significantly reduced across all cochlear turns in *Prdm16* ^*cGT*^ null cochlea (Student's *t*‐test *P*‐value <0.001, n = 5) (Figure 2D). We did not observe any difference between *Prdm16* heterozygotes and WT cochlea.

**FIGURE 2:**
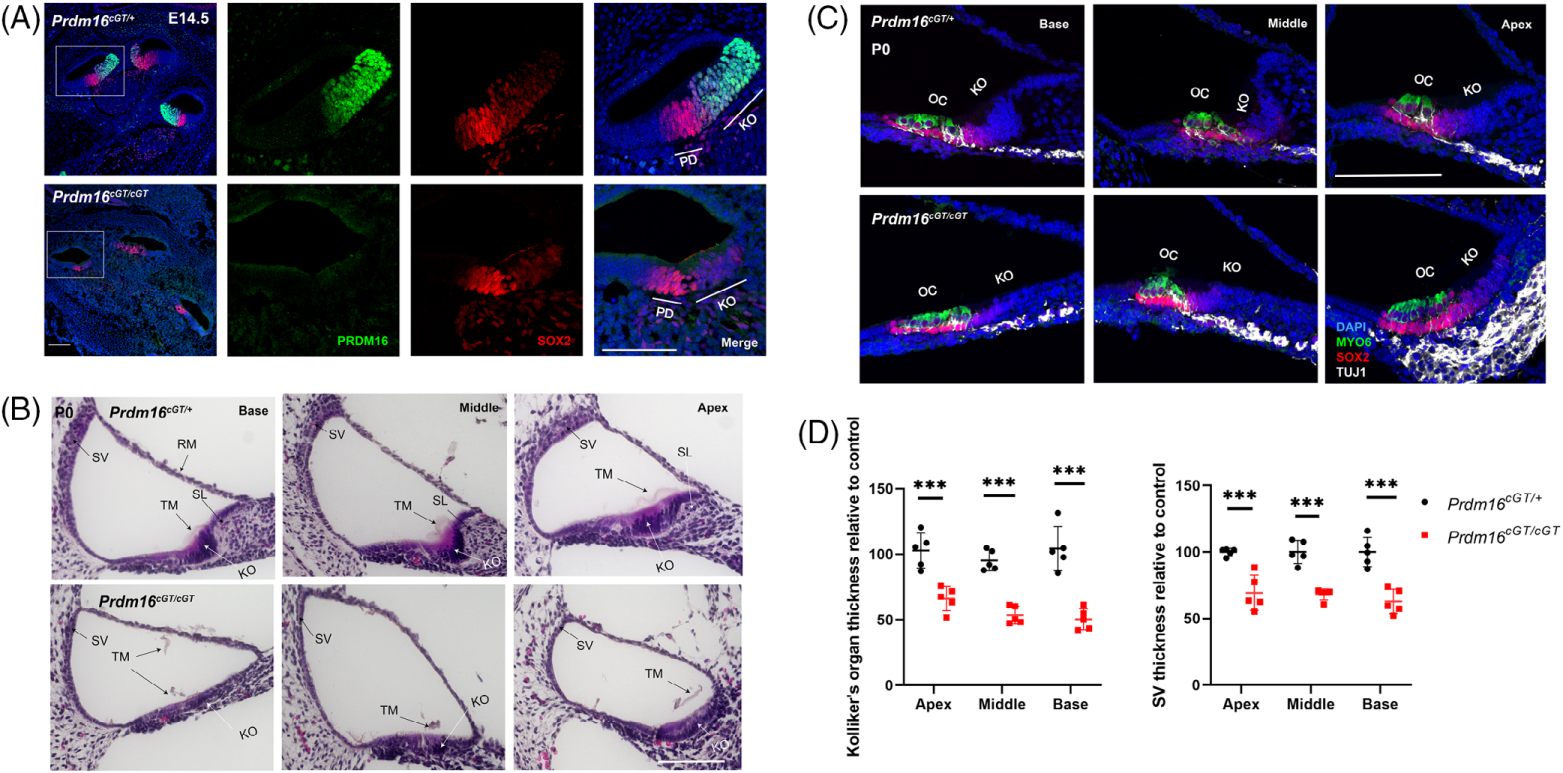
*Prdm16* is required for normal development of multiple cochlear structures including KO, spiral limbus, stria vascularis and tectorial membrane. (A) Validation of *Prdm16* deletion in cochlear duct of *Prdm16* ^*cGT*^ mouse model by immunostaining for PRDM16 (green) and SOX2 (red) at E14.5 showing lack of PRDM16 signal in *Prdm16* ^*cGT*^ null cochlear sections. White boxes indicate magnified turns. (B) H&E staining of cochlear duct sections from *Prdm16* ^*cGT*^ null (*Prdm16* ^*cGT/cGT*^) and littermate heterozygote controls (*Prdm16* ^*cGT/+*^) pups at P0 showing hypoplastic KO & spiral limbus with detached tectorial membrane and thin stria vascularis. (C) Immunostaining of cochlear duct sections from *Prdm16* ^*cGT*^ null and littermate heterozygote controls at P0 showing DAPI, MYO6 (hair cell marker), SOX2 (supporting cell marker), TUJ1 (neuronal marker) staining showing high HC density in the apical turn of *Prdm16* ^*cGT*^ null cochlea. (D) Graphs showing average KO thickness and SV thickness at P0 in *Prdm16* ^*cGT*^ null relative to heterozygous controls at each turn (n = 5 per group, Mean ± SD, multiple Student's *t*‐tests, *P*‐value *** < 0.001). KO, Kölliker's organ; OC, organ of Corti; PD, prosensory domain; RM, Reisner's membrane; SV, stria vascularis; SL, spiral limbus; TM, tectorial membrane (scale bar = 100 μm).

To test if the organ of Corti (OC) is impacted by *Prdm16* loss we performed whole mount immunostaining with markers of HCs (MYO6) and SCs (SOX2). *Prdm16* ^*cGT*^ null mutants exhibit shortened cochlear ducts (62% compared with heterozygote control cochleae) (Student's *t*‐test *P* value <0.001, n = 5) (Figure 3A‐C), and the density of HCs and SCs per 100 μm of cochlear length was significantly increased in the apical turn (IHC and SC density around 150% relative to controls, and OHC around 140% relative to controls) (Student's *t*‐test *P* value <0.001, n = 5) (Figure 3B‐C). Taken together, shortening of the cochlear duct and increased density of HCs and SCs in the apical turn point to a defect in the extension of the apical cochlear turn in *Prdm16* ^*cGT*^ null cochlea. Interestingly, we also identified ectopic HCs within the KO in *Prdm16* ^*cGT*^ null cochlea that are MYO6‐positive and exhibit stereocilia bundles, as evident by phalloidin staining (Figure 4A). The number of ectopic HCs in the whole cochlea ranged from 6 to 32 cells/cochlea (N = 5) and they occurred either in clusters of 4 to 5 cells or as individual cells within the KO (Figure 4A). Immunostaining for the neuronal marker, TUJ1, revealed that 100% of the ectopic HCs are innervated with nerve fibers running through the KO (Figure 4A). The distance between ectopic HCs and native IHCs ranged from 38 to 98 μm. Ectopic HCs appeared to have pear‐shaped cell body, with basal nucleus, apical stereocilia bundle and a calyx afferent surrounding the basolateral membrane as evident by TUJ1 staining (Figure 4A). Scanning electron microscopy of the stereocilia bundles of ectopic HCs shows cylindrical arrangement of multiple rows of stereocilia compared with the U or V‐like arrangement of stereocilia in native HCs at P0 (Figure 4B). Within the *Prdm16* ^*cGT*^ null cochlea, some native IHCs and OHCs showed stereocilia bundles with rotated axes at P0 (Figure 4B).

**FIGURE 3:**
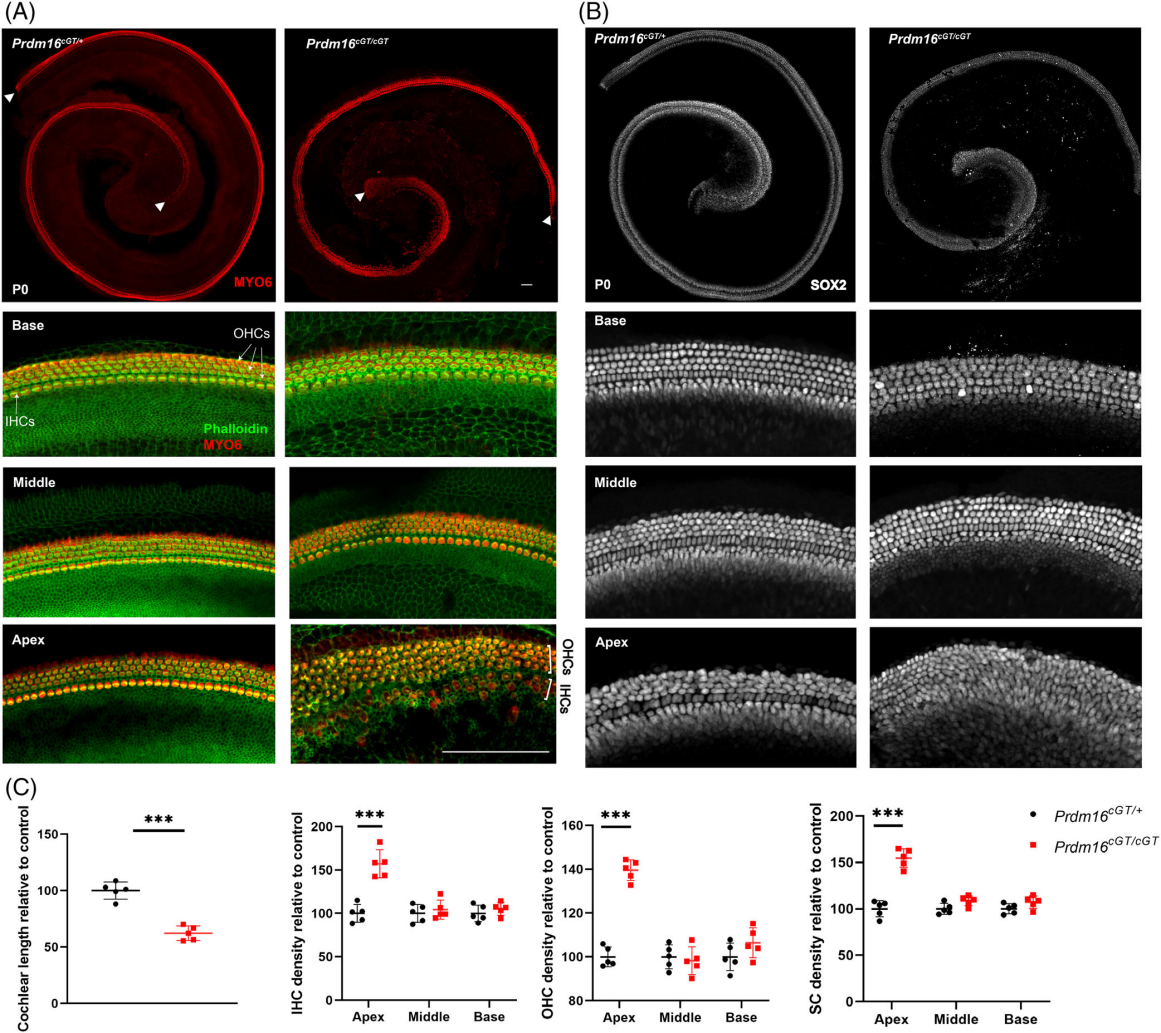
*Prdm16* ^*cGT*^ Null mice exhibit short cochlear duct and high density HCs & SCs in the apical turn at P0. Whole‐mount immunostaining of cochlear epithelium from P0 *Prdm16* ^*cGT/cGT*^ and littermate heterozygote controls stained with hair cell marker (MYO6) and F‐actin enriched stereocilia bundles marker (phalloidin) in (A) and supporting cell marker (SOX2) in (B). Arrowheads show the beginning and the end of cochlear length measurement. Scale bar = 200 μm. (C) Quantification of cochlear length, IHC, OHC, and SC density in different cochlear turns at P0 (n = 5 per group, Mean ± SD, multiple Student's *t* tests, *P* value *** < 0.001). IHC, Inner hair cells; OHC, outer hair cells, SC: Supporting cells.

**FIGURE 4:**
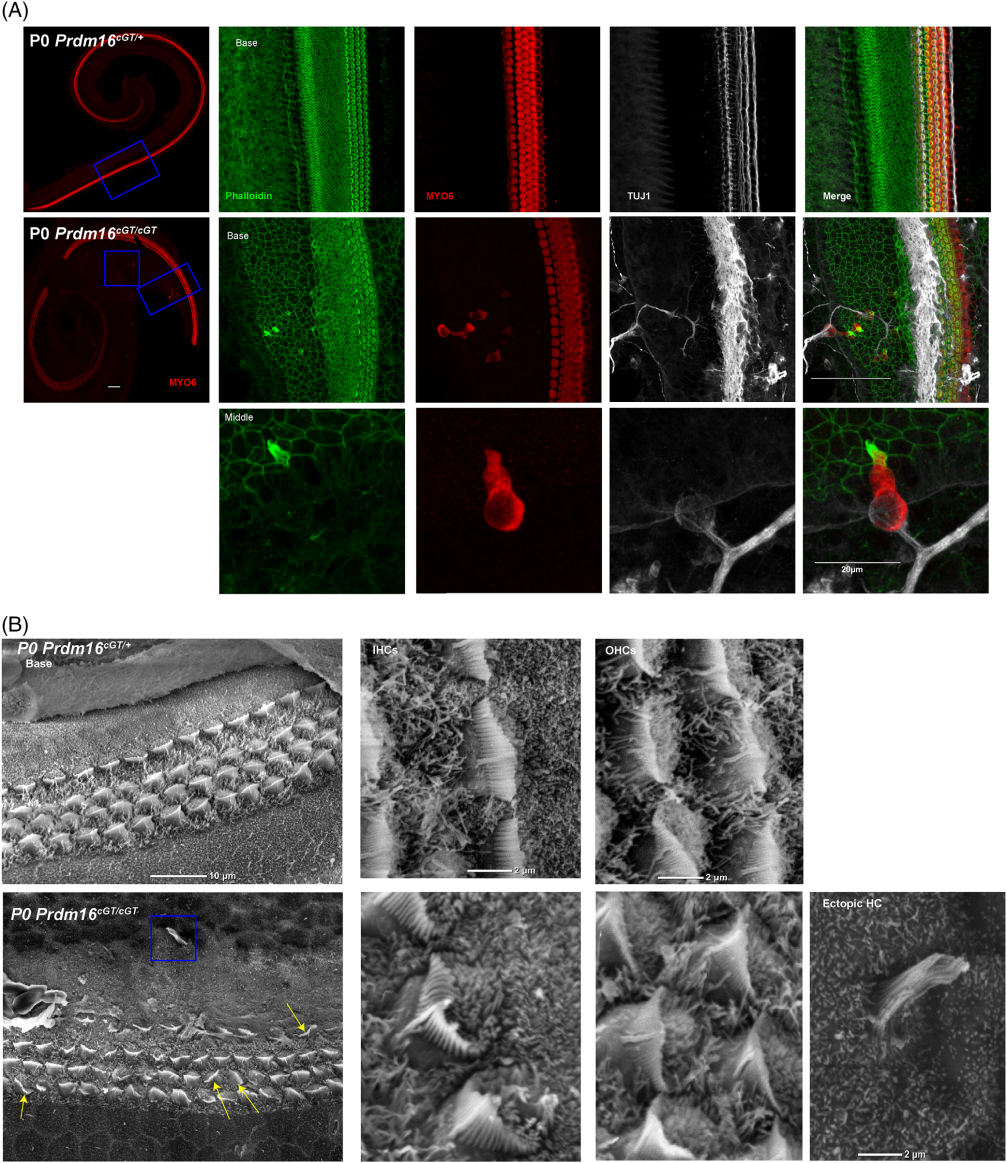
*Prdm16* ^*cGT*^ null cochlea shows ectopic HCs within the KO. (A) Whole‐mount immunostaining of cochlear epithelium from P0 *Prdm16* ^*cGT/cGT*^ and littermate heterozygote controls stained with hair cell marker (MYO6), F‐actin enriched stereocilia bundles marker (phalloidin), neuron marker (TUJ1) showing no ectopic HCs outside the organ of Corti in controls (top panel), while *Prdm16* ^*cGT*^ null cochlea shows either cluster of ectopic HCs or individual ectopic HC in the KO region. Ectopic HCs are innervated as shown with TUJ1 staining. (B) Scanning electron microscopy of cochlear epithelium from P0 *Prdm16* ^*cGT/cGT*^ and littermate heterozygote controls showing stereocilia bundles of IHCs, OHCs and ectopic HC. Within the *Prdm16* ^*cGT*^ null cochlea, some native IHCs and OHCs showed rotated axis of stereocilia bundles (yellow arrows). Blue boxes mark the magnified regions. Scale bar = 200 μm unless otherwise specified.

To understand the possible mechanism underlying the hypoplastic KO and short cochlear duct in *Prdm16* ^*cGT*^ null cochlea, we assessed the proliferation of KO cells during cochlear development at E14.5 and E16.5 in *Prdm16* ^*cGT*^ null mutant compared with heterozygote littermates using EdU proliferation marker. The percentage of KO cell incorporating EdU proliferation marker was significantly reduced in apical turns of *Prdm16* ^*cGT*^ null cochlea vs controls at both E14.5 (Student's *t*‐test *P* < 0.05, n = 4) and E16.5 (Student's *t*‐test *P* < 0.001, n = 4) (Figure 5A‐C). We noticed that by E16.5, KO cells in the base have already stopped proliferating.

**FIGURE 5:**
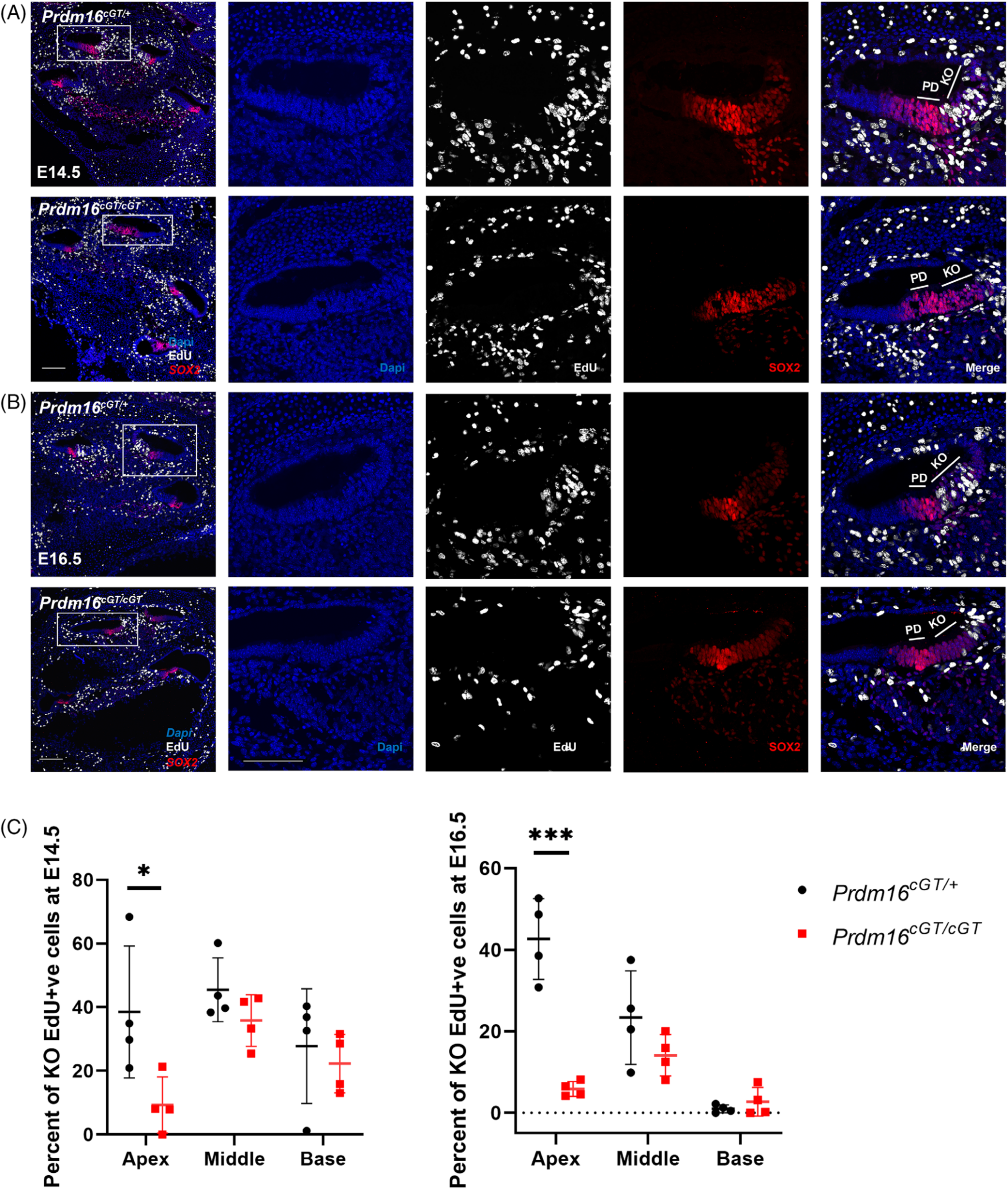
*Prdm16* regulates KO cell proliferation during development. Immunostaining of cochlear sections from *Prdm16* ^*cGT/cGT*^ and littermate heterozygote controls showing EdU (proliferation marker), DAPI and SOX2 (prosensory domain marker) staining in the apical turn at E14.5 (A) and E16.5 (B). Scale bar = 100 μm. White boxes mark the magnified regions (KO, Kölliker's organ; PD, prosensory domain). (C) Percentage of KO cells incorporating EdU at E14.5 and E16.5 for *Prdm16* ^*cGT/cGT*^ and littermate heterozygous controls at each turn (*n* = 4 per group, Mean ± SD, multiple Student's *t* tests, *P* value * < 0.05, *** < 0.001).

To investigate the molecular mechanisms underlying the role of *Prdm16* during cochlear development, we collected bulk RNA from three *Prdm16* ^*cGT*^ null, three heterozygote, and three WT E14.5 cochlear ducts. 

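Bulk RNA sequencing measured the RNA of each gene in 9 libraries, 3 from WT, 3 from Prdm16 cGT heterozygote and 3 from Prdm16 cGT null embryos at E14.5, each made from the microdissected cochlear ducts of a single embryo. The authors aligned single reads of TruSeq mRNA libraries to mm10 with STAR, used Cufflinks for annotation and DESeq2 for the comparison of genotypes, and deposited the number of reads counted on each Ensembl gene, without normalization. The counting tool, its use of strand and its annotation release are not named in the paper's text. Total counts per library ranged from 25540212 to 29450752 in WT (median 26800802), from 24767705 to 27696846 in heterozygotes (median 27268483) and from 24095322 to 30819118 in null embryos (median 24691821). A count of 3 in a library, taken here as the floor, is between 0.0973 and 0.125 CPM (counts scaled to one common library size), which covers counting error only. Each pair of genotypes was tested on its own 6 libraries with edgeR's quasi-likelihood test after TMM normalization and its filter on low counts, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 0.5 were counted as differentially expressed. No pair of libraries of one genotype had counts that differed by as little as sampling noise (chi-square per gene of 5.57 or more, against 1 for a repeated library). CPM values below are TMM-normalized and given as mean ± SD over 3 embryos. The targeted gene, Prdm16 (ENSMUSG00000039410), lies on chromosome 4 of mm10 from 154316125 to 154636873 on the minus strand. Its level was 225, 197 and 184 CPM in WT embryos 1, 2 and 3, 151, 123 and 141 CPM in the heterozygotes, and 23.7, 19.1 and 27.4 CPM in the null embryos, which fits the genotype of every library. The log2 fold change was -3.12 in null embryos against WT (standard error 0.146, edgeR adjusted p = 1.48e-04) and -0.55 in heterozygotes against WT (standard error 0.0872, edgeR adjusted p = 0.0485). The heterozygote value kept an adjusted p under 0.05 in 1 of the 6 fits that each left out one embryo, and its adjusted p rose to 0.434 with all 9 libraries in one fit. RNA of null embryos retained 11.6% of the WT level. Among the alternatives that kept all embryos, DESeq2 with a prior on the fold change moved the null value most, to -2.81. With 3 embryos per genotype, an exact permutation test of one gene cannot give a two-sided p below 0.1, so p-values here come from models fitted across all genes.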

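Of 17168 genes tested between null and WT cochlear ducts, 158 were higher and 135 lower in null embryos at an edgeR adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, and 2101 (12.2%) had an unadjusted p under 0.05. The biological coefficient of variation between embryos of a genotype was 0.224. DESeq2 in place of edgeR moved these counts by the largest number of genes. It called 333 genes higher and 285 lower, and these held all 158 of the higher and 134 of the 135 lower genes. The libraries carry the numbers 1 to 3 in each genotype, and the embryos of the same number did not vary together (mean correlation of their deviations from the genotype means -0.14). With the number as a block, edgeR called 65 genes higher and 68 lower. Leaving out each embryo in turn gave from 31 to 214 higher and from 37 to 232 lower genes, with the fewest calls when WT embryo 2 was left out.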

Analysis of RNA sequencing revealed downregulation of 277 genes and upregulation of 218 genes in *Prdm16* ^*cGT*^ null cochleae compared with WT (Log2 fold change >0.5, FDR adjusted *P* value <0.05, n = 3) (Figure 6A‐C). 

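Each of the 100 genes listed as most changed in Table 2 was tested in the counts of null and WT embryos, and each changed in the direction listed there. The log2 fold change of the 50 genes listed as upregulated ranged from 1.00 to 2.67 with a median of 1.28, and that of the 50 listed as downregulated from -5.57 to -1.00 with a median of -1.60. In each direction 48 of the 50 genes passed the threshold in edgeR. Dapl1, Thsd7b, Gpr37 and Nr1h5 did not, and their edgeR adjusted p-values were 0.0806, 0.0963, 0.0543 and 0.0503. With the replicate number as a block, 29 upregulated and 36 downregulated genes of the table passed, and with one embryo left out at a time from 17 to 47 and from 26 to 49. Because the table was drawn from these same libraries, this overlap says nothing of independent embryos. In heterozygotes, 48 of the 50 upregulated genes and 49 of the 50 downregulated genes of the table moved in the same direction against WT. The median log2 fold changes of the 50 genes in each direction were 0.45 and -0.52, and 3 and 4 genes passed the threshold. Both comparisons use the same WT libraries, which would give part of this shared direction.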

The top 50 differentially expressed genes are shown in Table 2, and the whole data set is shown in Table S2. 

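To set the bulk RNA against the cell clusters of the single-cell data, the genes of Table S1 were grouped by the cluster with their highest log2 fold change, keeping those above 1 there with a P value under 0.05. The shift of a set is its mean log2 fold change between null and WT less that of all tested genes. Sets were tested with camera from limma at a preset inter-gene correlation of 0.01. Camera's p comes from a statistic of each gene and not from this mean. The direction that camera gives was not kept, so its p does not carry the sign of the shift. P-values were adjusted over 8 sets, which are the 5 clusters below and the Notch, cell cycle and chloride transport lists. The adjustment over 8 sets was added after the unadjusted values were seen. The 47 Kölliker's organ genes were shifted by -0.57 (unadjusted 3.87e-53, limma camera adjusted p = 3.10e-52), with 40 of 47 negative. Of these genes, 17 had an edgeR adjusted p under 0.05 over all genes and 27 over the set alone. Prdm16 is itself in this set, and without it the shift of the other 46 genes was -0.51. The 83 prosensory genes were shifted by 0.15 (unadjusted 3.76e-05, limma camera adjusted p = 1.00e-04), with 49 of 83 positive and an SD of 0.398 between genes. For them the numbers over all genes and over the set alone were 9 and 20. The 97 roof genes were shifted by 0.13 (unadjusted 9.22e-05, limma camera adjusted p = 1.84e-04). The 36 outer sulcus genes and the 129 mesenchyme genes did not shift detectably (unadjusted 0.0853 and 0.218). When the correlation between genes was estimated from these libraries, the Kölliker's organ shift still passed (unadjusted 0.00326, limma camera adjusted p = 0.0261), while the prosensory shift (unadjusted 0.209) and the roof shift (unadjusted 0.193) did not (limma camera adjusted p = 0.311 for each). The replicate number as a block gave -0.54 for the Kölliker's organ set and 0.17 for the prosensory set. The choice of genes moved both sets most, to -0.90 and 0.35 with the genes of Table 1, and to -0.29 and 0.09 with wider sets.

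**Figure D1:**
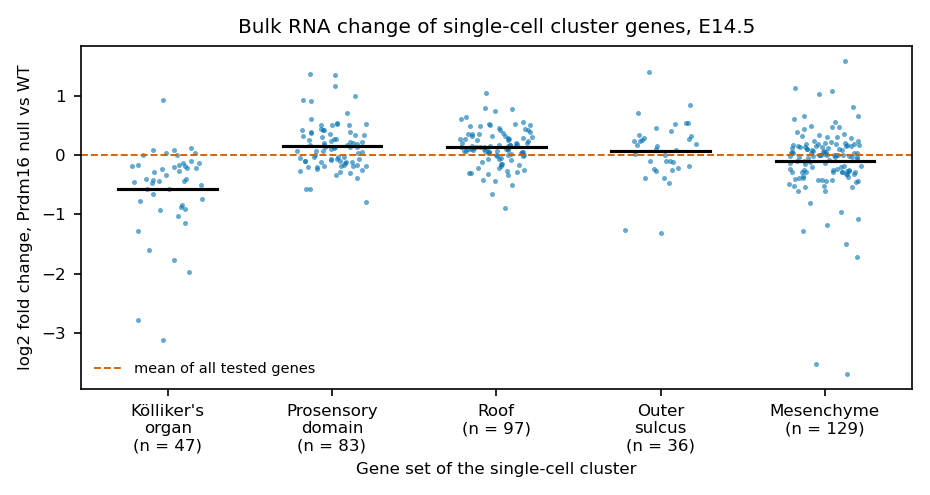
Log2 fold change between Prdm16 null and WT cochlear ducts (y axis) of the genes of each single-cell cluster set (x axis). Each point is a gene, black lines are set means, and the dashed line is the mean of all tested genes. The Kölliker's organ genes lie mostly below the dashed line, down to -3.12 for Prdm16.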

We cross‐referenced differentially expressed genes to domain‐specific genes from our scRNA sequencing data at E14.5 (Figure 1A and Table S1). Interestingly, upregulated genes included multiple prosensory‐specific genes such as *Fgf20*, *S100a1*, *Lor*, *Lfng*, *Jag1*, and *p27Kip1* (*Cdkn1b)*. 

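Fgf20 (ENSMUSG00000031603, chromosome 8, 40279166 to 40308331 of mm10) rose from 14.4 ± 2.62 CPM (SD, n = 3) in WT to 36.8 ± 8.23 CPM (SD, n = 3) in null embryos, a log2 fold change of 1.35 (standard error 0.203, edgeR adjusted p = 0.0194). Its exons share 202 bases with those of Micu3 on the other strand, where reads cannot be assigned if the counting ignored strand, and Micu3 changed by 0.35 (edgeR adjusted p = 0.265). S100a1 rose from 36.4 ± 7.15 to 94.6 ± 23.4 CPM (SD), a log2 fold change of 1.37 (standard error 0.201, edgeR adjusted p = 0.0175). Lfng (ENSMUSG00000029570, chromosome 5, 140607320 to 140615545) rose from 12.7 ± 3.28 to 34.4 ± 2.3 CPM (SD), a log2 fold change of 1.44 (standard error 0.18, edgeR adjusted p = 0.00869). Cdkn1b rose from 246.5 ± 12.3 to 355.1 ± 31.2 CPM (SD), a log2 fold change of 0.52 (standard error 0.0879, edgeR adjusted p = 0.0304). Lor and Jag1 were higher in all 3 null embryos than in any WT embryo but did not pass the threshold. Lor had a log2 fold change of 1.00 (standard error 0.193, edgeR adjusted p = 0.0516) and Jag1 of 0.36 (standard error 0.117, edgeR adjusted p = 0.247). With one embryo left out at a time, these 6 genes stayed higher in null embryos in every fit. The adjusted p of Lfng was under 0.05 in 5 of the 6 fits, of S100a1 in 4, of Fgf20, Lor and Cdkn1b in 1 each, and of Jag1 in 0. With the replicate number as a block, Fgf20 and Lfng kept an edgeR adjusted p under 0.05 (0.0195 and 0.0357) and S100a1 and Cdkn1b did not (0.076 and 0.117). In the heterozygotes the mean of each of the 6 genes lay between those of WT and null embryos, with edgeR adjusted p-values against WT from 0.0504 for Fgf20 to 0.525 for S100a1.

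**Figure D2:**
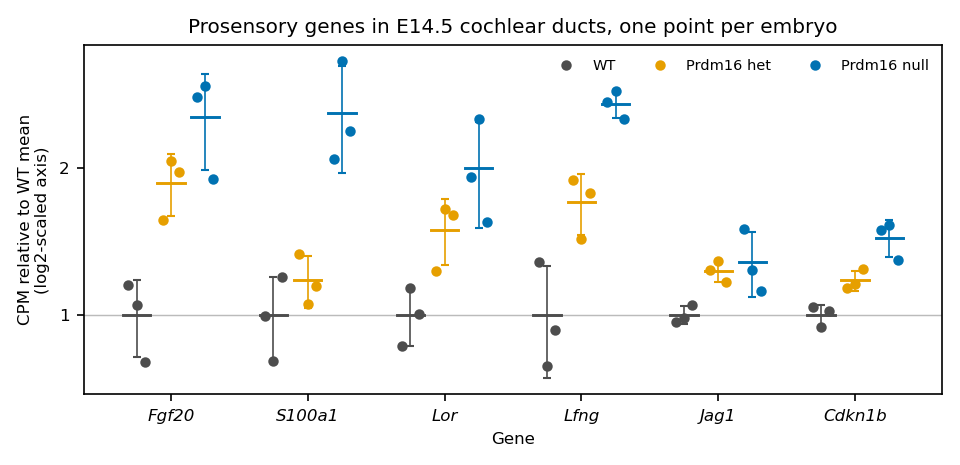
CPM relative to the WT mean (y axis, log2-scaled) of 6 prosensory genes (x axis) in WT, heterozygote and null embryos. Points are embryos, horizontal lines are means and error bars are the SD of 3 embryos. The null points of each gene lie above all its WT points, with the smallest gap for Jag1.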

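Among the genes of the Prdm family, Mecom (ENSMUSG00000027684, chromosome 3, 29951296 to 30548008 of mm10, minus strand) rose from 15.7 ± 1.35 CPM (SD, n = 3) in WT to 38.5 ± 11.9 CPM (SD, n = 3) in null embryos. This was a log2 fold change of 1.28 (standard error 0.21, edgeR adjusted p = 0.0261). Prdm1 (ENSMUSG00000038151, chromosome 10, 44437177 to 44528501, minus strand) rose from 9.93 ± 2.61 to 24.5 ± 5.97 CPM (SD), a log2 fold change of 1.30 (standard error 0.233, edgeR adjusted p = 0.0386). In heterozygotes Prdm1 reached 20.2 ± 1.2 CPM (SD), a log2 fold change of 1.02 against WT (standard error 0.161, edgeR adjusted p = 0.0466), with an adjusted p under 0.05 in 2 of the 6 fits that left out one embryo and up to 0.352 (all 9 libraries in one fit) over the alternatives. Mecom reached 19.6 ± 1.38 CPM (SD) with a log2 fold change of 0.32 (edgeR adjusted p = 0.197). Of the 10 Prdm genes tested, 2 were called higher in null embryos and 1, Prdm16, lower. Leaving out one embryo at a time kept the adjusted p of Mecom under 0.05 in 2 of 6 fits and that of Prdm1 in 1 of 6, and the block by replicate number gave adjusted p-values of 0.0695 and 0.0301 in edgeR.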

We also noticed upregulation of two Prdm family genes in response to *Prdm16* loss; *Mecom* (*Prdm3*) and *Prdm1* indicating a compensatory response which has been shown previously.^19^ Among the downregulated genes were KO‐specific genes, including *Efhd1*, *Itga8*, *Gsn*, *Clic6*, *Fgf10*, and *Tecta*. 

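Efhd1 (ENSMUSG00000026255, chromosome 1, 87264363 to 87310839 of mm10) fell from 88.5 ± 14.0 CPM (SD, n = 3) in WT to 22.6 ± 3.11 CPM (SD, n = 3) in null embryos, a log2 fold change of -1.97 (standard error 0.147, edgeR adjusted p = 0.00145). Itga8 fell from 207.7 ± 46.8 to 46.7 ± 9.8 CPM (SD), a log2 fold change of -2.16 (standard error 0.195, edgeR adjusted p = 0.00296). Its exons share 372 bases with the antisense gene E030013I19Rik, which changed by -2.35, and the counting is not stated to use strand. Gsn fell from 208.2 ± 32.2 to 46.3 ± 12.8 CPM (SD), a log2 fold change of -2.17 (standard error 0.201, edgeR adjusted p = 0.00316). Clic6 fell from 273.7 ± 43.0 to 80.8 ± 12.1 CPM (SD), a log2 fold change of -1.76 (standard error 0.15, edgeR adjusted p = 0.00254). Fgf10 and Tecta changed less. Fgf10 kept 67.2% and Tecta 52.8% of the WT mean, with log2 fold changes of -0.58 (standard error 0.0936, edgeR adjusted p = 0.0254) and -0.93 (standard error 0.126, edgeR adjusted p = 0.0128). Efhd1, Itga8, Gsn and Clic6 kept an adjusted p under 0.05 in all 6 fits that each left out one embryo, Tecta in 4 and Fgf10 in 2. With the replicate number as a block, the largest edgeR adjusted p of these 6 genes was 0.0406, for Fgf10. In heterozygotes only Gsn passed the threshold among them, with a log2 fold change of -0.88 against WT (standard error 0.105, edgeR adjusted p = 0.0171). It passed in 3 of the 6 fits that left out one embryo (adjusted p of 0.17 at most). It did not pass with all 9 libraries in one fit (adjusted p of 0.352).

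**Figure D3:**
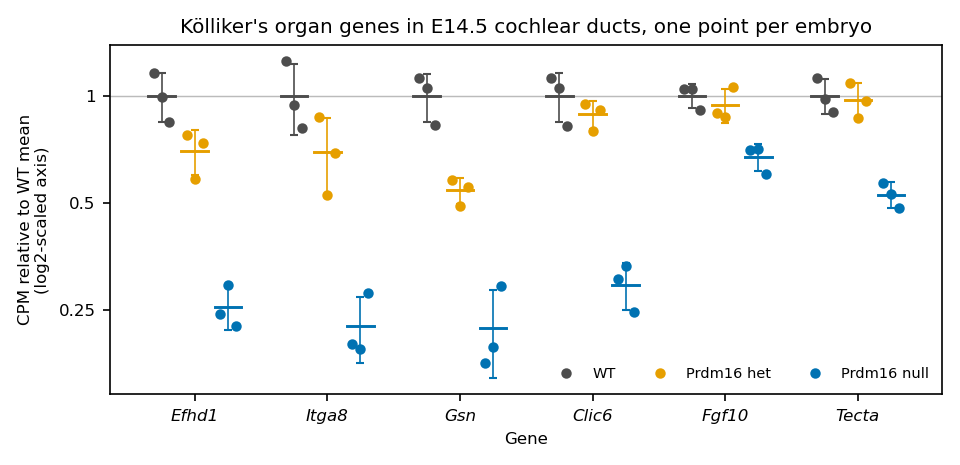
CPM relative to the WT mean (y axis, log2-scaled) of 6 Kölliker's organ genes (x axis) in WT, heterozygote and null embryos. Points are embryos, horizontal lines are means and error bars are the SD of 3 embryos. The null points of each gene lie below its WT and heterozygote points.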

We utilized the Database of Annotation, Visualization and Integrated Discovery (DAVID)^34^, ^35^ to uncover enriched gene ontologies within upregulated and downregulated genes. 

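A list of 29 Notch pathway genes written by hand was shifted by 0.06 between null and WT embryos, relative to all tested genes (unadjusted 0.0313, limma camera adjusted p = 0.0501 over 8 sets), with 12 genes positive, 17 negative and an SD of 1.03 between genes. With the inter-gene correlation estimated it was not distinguishable from 0 (unadjusted 0.0715, limma camera adjusted p = 0.286), and with the replicate number as a block the shift was 0.0753. The shift moved most, to 0.22, when only genes with a mean count over 100 were tested, and was -0.0173 without null embryo 2. Gene ontology terms were not recomputed here. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037 of mm10) rose from 137.7 ± 7.52 CPM (SD, n = 3) to 419.6 ± 93.2 CPM (SD, n = 3), a log2 fold change of 1.60 (standard error 0.151, edgeR adjusted p = 0.00319), and passed in all 6 fits that each left out one embryo. Hes1 (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) had 20.6 ± 2.69 CPM (SD) in WT and 30.9 ± 4.86 CPM (SD) in null embryos. Its log2 fold change of 0.58 (standard error 0.151) was past the 0.5 threshold while its edgeR adjusted p of 0.145 was not, and DESeq2 gave an adjusted p of 0.0128 for the same libraries. The 3 genes of the list called higher in edgeR were Lfng, Postn and Rbpjl (3.19), the last named only after its values were seen, and 0 were called lower. The median log2 fold change of the list was -0.042, so its positive shift came from a minority of genes with large rises, Rbpjl among them. The paper named Lfng and Postn from these same libraries, so their presence in the list is not independent of the result. Adjusted over the list alone, 5 genes had an edgeR adjusted p under 0.05, against 3 over all genes.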

We found multiple Notch signaling pathway genes enriched within the upregulated gene set including *Lfng*, *Postn*, *Jag1*, and *Hes1* (Figure 6D). Enriched gene ontologies within downregulated genes included positive regulation of proliferation and chloride transport (Figure 6E).

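A list of 95 cell cycle genes was shifted by -0.32 between null and WT embryos (unadjusted 1.88e-16, limma camera adjusted p = 7.52e-16 over 8 sets), with 89 of 95 negative. Single genes of this list changed little against the spread between embryos, since 0 of 95 had an edgeR adjusted p under 0.05, over all genes or over the list alone, and 39 had an unadjusted p under 0.05. With the correlation between genes estimated from the 6 libraries the shift did not pass (unadjusted 0.202, limma camera adjusted p = 0.311), nor did it in the fry rotation test (unadjusted 0.0856). Among the fits that kept all embryos, a covariate for mesenchyme genes, chosen after the values were seen, moved it most, to -0.23, and the replicate block gave -0.294. A list of 41 tested chloride transport genes was shifted by -0.06, which was not distinguishable from the other genes (unadjusted 0.21, limma camera adjusted p = 0.218). Its genes called lower were Clic6 and Clic5, with 2 adjusted p-values under 0.05 over all genes and 4 over the list alone. The block gave -0.038 for this list, and no filter on low counts moved it most, to -0.13. These lists were written by hand and are not the gene ontology terms of Fig. 6E.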

**FIGURE 6:**
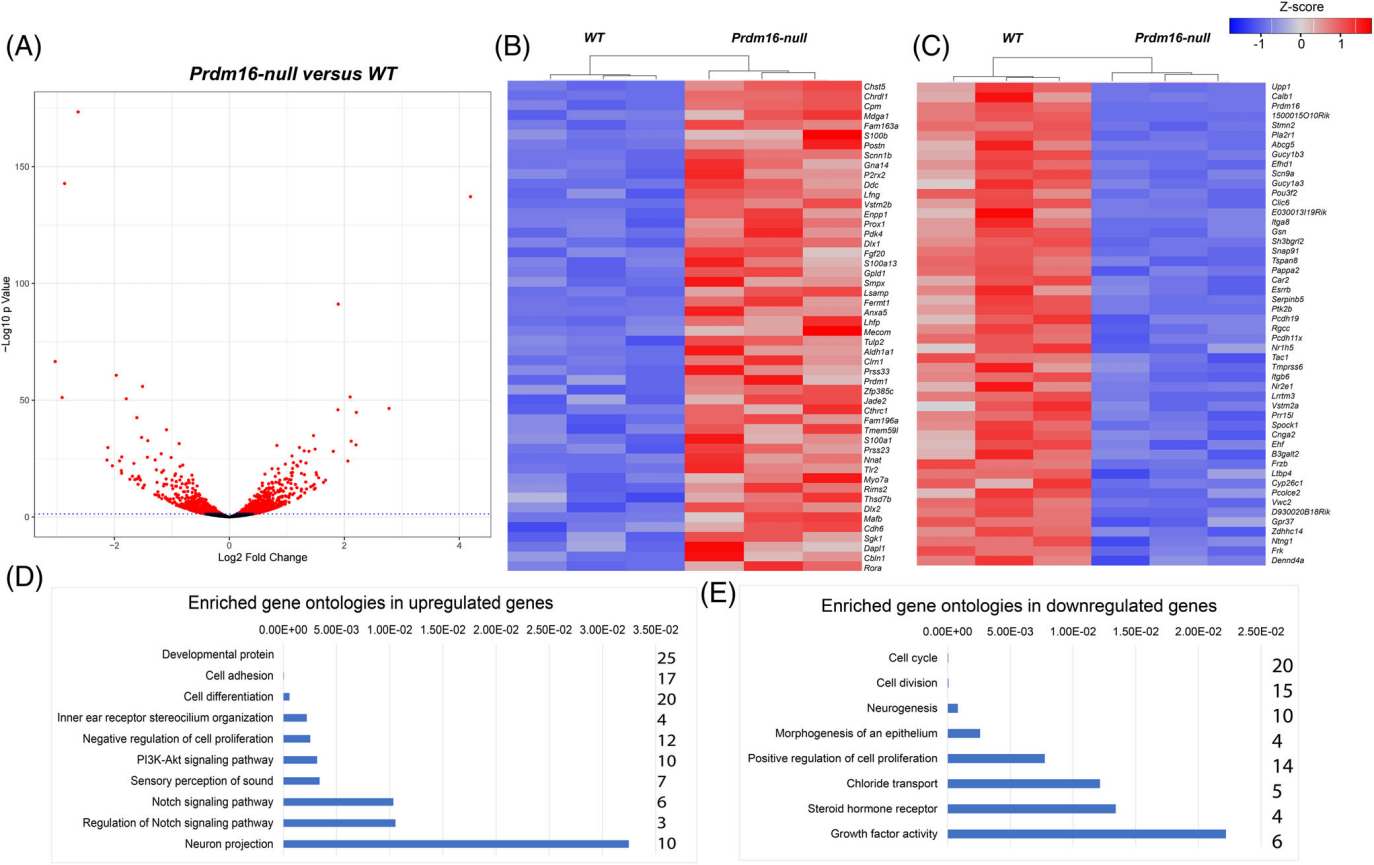
RNA sequencing detects differentially expressed genes (DEGs) in *Prdm16* ^*cGT*^ null cochlear duct at P0. (A) Volcano plot showing DEGs with statistical significance in red. (B) Heatmap of top 50 DEGs that show upregulation in *Prdm16* ^*cGT*^ null vs WT. (C) Heatmap of top 50 DEGs that show downregulation in *Prdm16* ^*cGT*^ null vs WT (D, E) Graphs representing enriched gene ontologies in DEGs (*P* values are shown on the x‐axis on top). The number of genes within each category is shown on the right side of each graph. (n = 3 per group, Waldic Statistics, FDR *P* value <0.05).

**TABLE 2:** Top 50 up‐and downregulated genes in *Prdm16* ^*cGT*^ null cochlear duct compared to WT control at E14.5 (RNA sequencing data).

Downregulated gene symbol	Log2 fold change	FDR adj *P* value	Upregulated gene symbol	Log2 fold change	FDR adj *P* value
*Upp1*	−3.03095	8.65E‐64	*Chst5*	2.208205	1.88E‐42
*Calb1*	−2.91107	1.21E‐48	*Chrdl1*	1.892087	2.88E‐88
*Prdm16*	−2.86781	1.24E‐139	*Cpm*	1.887978	1.72E‐43
*1500015O10Rik*	−2.63236	5.64E‐170	*Mdga1*	1.550947	3.40E‐15
*Stmn2*	−2.1146	1.22E‐27	*Fam163a*	1.49125	5.46E‐27
*Pla2r1*	−1.96931	5.29E‐58	*S100b*	1.475811	1.60E‐12
*Abcg5*	−1.91204	4.17E‐22	*Postn*	1.462296	1.41E‐32
*Gucy1b3*	−1.87374	9.84E‐24	*Scnn1b*	1.384264	4.12E‐26
*Efhd1*	−1.79445	3.69E‐48	*Gna14*	1.332706	2.95E‐21
*Scn9a*	−1.73202	1.31E‐14	*P2rx2*	1.305185	2.03E‐16
*Gucy1a3*	−1.68744	7.69E‐16	*Ddc*	1.300187	3.01E‐26
*Pou3f2*	−1.66321	4.48E‐21	*Lfng*	1.252448	5.57E‐17
*Clic6*	−1.61144	3.08E‐40	*Vstm2b*	1.239903	6.31E‐22
*E030013I19Rik*	−1.60824	1.03E‐14	*Enpp1*	1.217822	1.22E‐27
*Itga8*	−1.5675	4.40E‐15	*Prox1*	1.187037	5.91E‐20
*Gsn*	−1.54794	2.85E‐14	*Pdk4*	1.174113	3.36E‐11
*Sh3bgrl2*	−1.52764	7.75E‐32	*Dlx1*	1.171678	2.46E‐20
*Snap91*	−1.51172	2.81E‐53	*Fgf20*	1.148081	1.63E‐12
*Tspan8*	−1.42692	1.32E‐23	*S100a13*	1.122683	6.38E‐09
*Pappa2*	−1.41921	1.87E‐30	*Gpld1*	1.113356	2.17E‐21
*Car2*	−1.29245	1.66E‐22	*Smpx*	1.098375	2.32E‐08
*Esrrb*	−1.27153	1.93E‐18	*Lsamp*	1.098119	2.34E‐17
*Serpinb5*	−1.26163	3.17E‐08	*Fermt1*	1.097341	5.40E‐19
*Ptk2b*	−1.25885	2.54E‐13	*Anxa5*	1.087628	4.01E‐24
*Pcdh19*	−1.24398	1.66E‐09	*Lhfp*	1.087242	5.07E‐16
*Rgcc*	−1.18559	4.31E‐25	*Mecom*	1.082385	9.35E‐11
*Pcdh11x*	−1.17733	2.20E‐17	*Tulp2*	1.073672	7.04E‐11
*Nr1h5*	−1.16182	3.13E‐08	*Aldh1a1*	1.0728	3.31E‐17
*Tac1*	−1.14629	3.57E‐18	*Clrn1*	1.069625	2.14E‐14
*Tmprss6*	−1.14532	6.83E‐12	*Prss33*	1.068649	6.17E‐13
*Itgb6*	−1.13618	1.23E‐12	*Prdm1*	1.052381	9.71E‐09
*Nr2e1*	−1.11374	3.46E‐07	*Zfp385c*	1.045068	2.07E‐14
*Lrrtm3*	−1.11234	2.41E‐07	*Jade2*	1.033174	3.02E‐07
*Vstm2a*	−1.10418	9.18E‐07	*Cthrc1*	1.016233	2.51E‐13
*Prr15l*	−1.10112	1.03E‐14	*Fam196a*	0.995588	8.63E‐15
*Spock1*	−1.09519	4.39E‐35	*Tmem59l*	0.986324	1.21E‐07
*Cnga2*	−1.09179	1.42E‐12	*S100a1*	0.980682	1.00E‐05
*Ehf*	−1.07324	4.44E‐06	*Prss23*	0.97987	4.43E‐11
*B3galt2*	−1.02835	1.32E‐06	*Nnat*	0.972767	8.53E‐21
*Frzb*	−1.01417	1.60E‐23	*Tlr2*	0.965138	1.31E‐14
*Ltbp4*	−1.00191	4.25E‐12	*Myo7a*	0.93987	1.00E‐09
*Cyp26c1*	−0.99843	2.76E‐14	*Rims2*	0.928665	6.96E‐10
*Pcolce2*	−0.99366	5.07E‐05	*Thsd7b*	0.928559	2.17E‐05
*Vwc2*	−0.9856	8.68E‐11	*Dlx2*	0.919608	2.72E‐12
*D930020B18Rik*	−0.97348	1.01E‐06	*Mafb*	0.919096	2.53E‐07
*Gpr37*	−0.95309	1.77E‐05	*Cdh6*	0.918861	9.76E‐08
*Zdhhc14*	−0.95026	4.12E‐16	*Sgk1*	0.91884	0.000133
*Ntng1*	−0.93912	1.72E‐08	*Dapl1*	0.897578	2.01E‐05
*Frk*	−0.93653	7.63E‐17	*Cbln1*	0.889931	1.67E‐07
*Dennd4a*	−0.93638	8.38E‐12	*Rora*	0.889867	5.98E‐10

To validate the differentially expressed genes in *Prdm16* ^*cGT*^ null cochlea, quantitative real time PCR (qPCR) was performed using quadruplicate biological replicates per genotype (null, heterozygous and WT) to validate a subset of differentially expressed genes identified from RNA sequencing. We validated the upregulation of *S100a1, Lfng, Fgf20, Sall1, Jag1, Tectb*, and *Hes1* and downregulation of *Pou3f2, Itga8, Ethd1, Clic6, Sporck1, Rgcc, tecta, Gsn, Clic5, Thrb*, and *Fgf10* (N = 4, Student's *t*‐test *P* value * < 0.05, ** < 0.01, and *** < 0.001) (Figure 7A,B). We extended the validation of these genes by analyzing their domains of expression using mRNA‐FISH and immunostaining on three independent samples per genotype group. *Jag1*, *Fgf20*, *p27Kip1*, and *Lfng* showed expanded expression domains beyond the prosensory region to include parts of the KO (Figure 7C‐G). We also observed downregulation of *Clic6* and *Tecta* expression within the KO in *Prdm16* ^*cGT*^ null cochlea (Figure 7C,D). Taken together, *Prdm16* loss results in the downregulation of KO‐specific genes and upregulation of prosensory markers within the KO domain.

**FIGURE 7:**
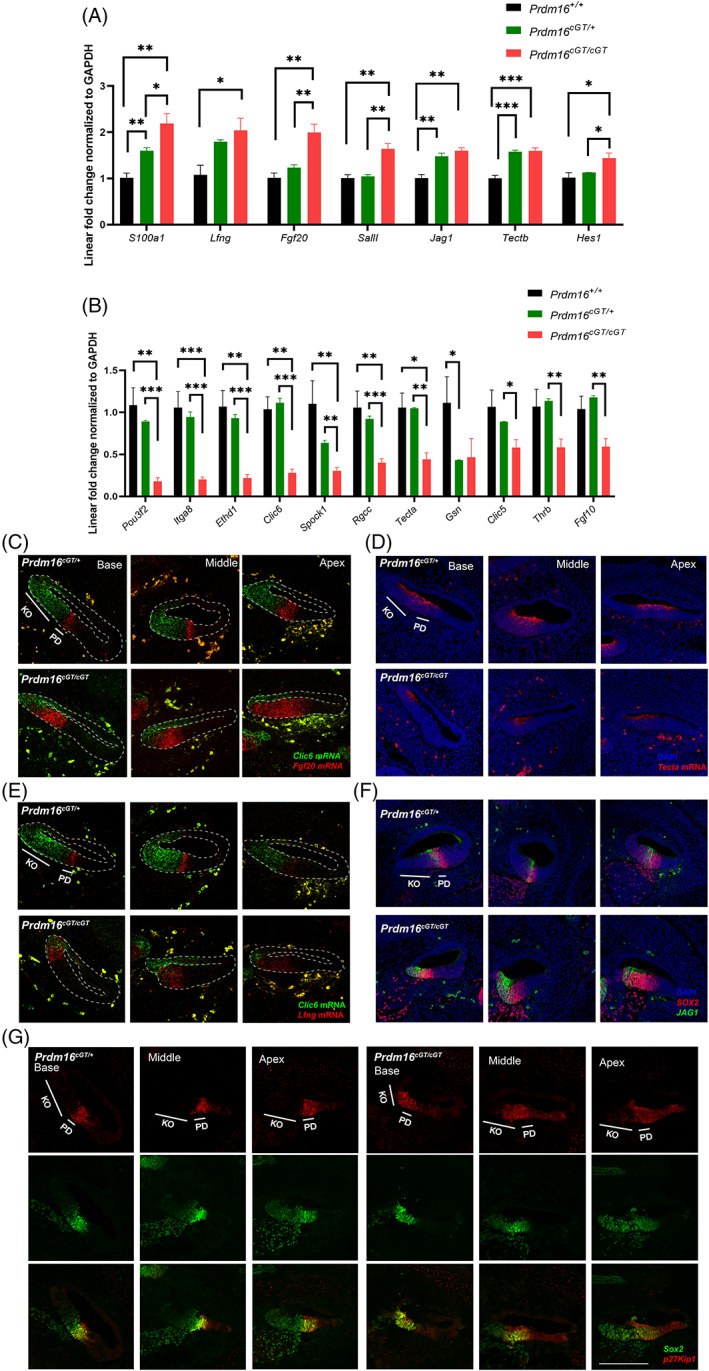
Validation of DEGs in *Prdm16* ^*cGT*^ null cochleae vs controls. Real‐time qRT‐PCR showing linear fold change in gene expression of select upregulated genes (A) and downregulated genes (B) normalized to GAPDH expression (*n* = 4 per group, Mean ± SD, multiple Student's *t*tests, *P* value * < 0.05, ** < 0.01, *** < 0.001). (C–E) RNA‐FISH of E14.5 cochlear sections showing DAPI, *Clic6* mRNA (KO marker), *Fgf20* mRNA (prosensory domain marker), *Tecta* mRNA (marker of both KO and PD) and *Lfng* mRNA (marker of the boundary between PD and KO) showing expanded domain of prosensory gene expression and downregulation of KO‐specific genes in the KO of *Prdm16* ^*cGT*^ null cochlea. (F) Immunostaining of E14.5 cochlear sections for JAG1 (green), SOX2 (red) and DAPI showing expanded JAG1 expression within the KO in *Prdm16* ^*cGT*^ null cochleae. (G) Immunostaining of E14.5 cochlear sections for p27Kip1 (red), SOX2 (green) showing expanded p27Kip1 expression within the KO in *Prdm16* ^*cGT*^ null cochleae. KO, Kölliker's organ; PD, prosensory domain (scale bar = 100 μm).

## 3 DISCUSSION

This work identifies *Prdm16* as a novel marker of KO during mouse cochlear development. Its expression is consistent within KO epithelial cells throughout cochlear development and early postnatal development; therefore, it can be utilized as a reliable marker of this cell population that improves upon currently used KO markers, *Fgf10* or *Tecta* ^32^ that are also expressed within the developing prosensory domain during early cochlear development, whereas *Prdm16* expression domain stops at the border of the prosensory domain. Additionally, we identified *Prdm16* expression within the stria vascularis and interdental cells during cochlear development. *Prdm16* ^*cGT*^ null cochleae are shorter, exhibit decreased proliferation of KO cells and increased density of both HCs and SCs within the apical turn. This demonstrates that *Prdm16* is necessary for the proliferation of KO epithelial cells. Proliferation of these cells is subsequently required for normal lengthening of the apical turn and to achieve normal HC and SC density within the organ of Corti. Cochlear lengthening during development is dependent upon multiple mechanisms, including convergent extension,^36^ radial intercalation and cellular growth.^37^ Due to KO location on the modiolar side of the developing cochlear duct, we demonstrate that KO lengthening is permissive to cochlear lengthening during development.

The absence of spiral limbus and the subsequent loss of modiolar anchorage of the TM in P0 *Prdm16* ^*cGT*^ null cochlea provide new evidence for the involvement of *Prdm16* in spiral limbus development and thereby correct TM anchorage. Additionally, we observed fragmentation of TM in *Prdm16* ^*cGT*^ null cochlea. Given previous evidence of KO involvement in TM formation,^3^, ^38^, ^39^ and the hypoplastic KO phenotype observed in *Prdm16* ^*cGT*^ null cochlea, we suggest that *Prdm16* loss impacts TM formation. Most of the histological preparations described in our study used dehydrated/rehydrated specimens, which makes it hard to analyze the morphology of TM. Future studies utilizing fresh cochlear preparations and subsequent μCT scanning are needed to better study TM morphology in *Prdm16* ^*cGT*^ null cochlea. Proper development of TM, assembly of its components, and its maintenance are essential for hearing, as evident by loss of function gene mutations in different genes that code for TM proteins (eg, α‐tectorin) and result in hearing impairment in mice and human.^40^, ^41^, ^42^ Given the loss of modiolar anchorage of TM and its fragmentation at birth, we anticipate hearing deficits in *Prdm16* ^*cGT*^ null mutants if they were able to survive postnatally. To this end, we are currently generating cochlear‐specific *Prdm16* conditional mutants to test this hypothesis.

The presence of ectopic HCs within the KO in *Prdm16* ^*cGT*^ null cochlea is indicative of a role of *Prdm16* in repressing HC fate in KO. The morphology of ectopic HCs is consistent with type I vestibular HCs, which are characterized by pear‐shaped cell bodies innervated by a calyx afferent surrounding the basolateral membrane^43^ and cylindrically arranged stereocilia bundles.^44^ These ectopic HCs were scarce and showed variability across samples, yet all ectopic HCs were innervated from the spiral ganglion. Our findings are in line with multiple previous studies that showed KO epithelial cell capacity to generate sensory HCs.^9^, ^10^, ^11^, ^45^ Since few KO cells turned into ectopic HCs in *Prdm16* ^*cGT*^ null cochlea, we project that *Prdm16* is not the sole regulator of KO sensory competence. Other members of the PRDM family, including *Prdm1* and *Mecom*, showed compensatory upregulation in *Prdm16* ^*cGT*^ null cochleae, and this may explain why only a few KO cells changed fates to form ectopic HCs.

To further understand the molecular mechanisms underlying the role for *Prdm16* during cochlea development, we performed gene expression analysis in *Prdm16* ^*cGT*^ null cochlea and identified that multiple sensory domain specific genes are upregulated in KO cells, including *Fgf20*, *Lfng*, *p27Kip1*, and *Jag1*.^29^, ^30^, ^31^ In‐situ and immuno‐expression analyses showed expanded domains of expression of *Fgf20*, *Lfng, p27Kip1*, and *Jag1* to include parts of the KO at E14.5 in *Prdm16* ^*cGT*^ null cochlea vs controls. *Jag1* and *Lfng* have been shown to be initially expressed within KO^46^ before becoming restricted to the differentiating prosensory domain around E14.5.^47^ In *Prdm16* ^*cGT*^ null cochlea, such restriction was not evident, indicating a role for *Prdm16* in regulating their expression. 

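Clic5 (ENSMUSG00000023959, chromosome 17, 44188584 to 44280172 of mm10) had 47.0 ± 5.26 CPM (SD, n = 3) in WT, 37.5 ± 2.46 CPM (SD, n = 3) in heterozygote and 22.2 ± 6 CPM (SD, n = 3) in null embryos. Its log2 fold change between null and WT was -1.08 (standard error 0.201, edgeR adjusted p = 0.0444). The adjusted p was under 0.05 in 2 of the 6 fits that each left out one embryo, and the block by replicate number gave 0.0834 in edgeR. The falls of Clic6 and Gsn were larger than that of Clic5, and the fall of Fgf10 was smaller.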

Additionally, KO‐specific genes are downregulated in *Prdm16* ^*cGT*^ null cochlea, including *Clic5*, *Clic6*, *Gsn* and *Fgf10*. 

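Among the 1856 tested genes of Table S1, 16 of the 47 Kölliker's organ genes and 4 of the other genes were called lower in null than WT embryos, an odds ratio of 228.4 (Fisher's exact test, two-sided, p = 7.69e-24), and 214.4 without Prdm16 (Fisher's exact test, p = 2.43e-22). Of the 83 prosensory genes, 7 were called higher, against 12 of the other genes, an odds ratio of 13.5 (Fisher's exact test, two-sided, p = 9.06e-06). With the replicate number as a block these odds ratios were 135.4 and 11.0. Adjusted over the 2 tests, Fisher's exact test gave adjusted p = 1.54e-23 and 9.06e-06. Fisher's exact test takes genes as independent, which they are not, so its p-values do not measure the spread between embryos. With the correlation between genes estimated, camera gave an unadjusted p of 0.00326 for the Kölliker's organ shift and 0.209 for the prosensory shift. Among the alternatives that kept all embryos, wider sets moved the first odds ratio most, to 62.3. DESeq2 with a fold change prior moved the second odds ratio most, to 8.15. When WT embryo 1 or WT embryo 2 was left out, the prosensory enrichment did not pass (Fisher's exact test, p = 0.167 in each case), whereas 9 Kölliker's organ genes were still called lower. The 4 other genes called lower were Car2, Tac1, Smoc2 and Thrb, the last a prosensory gene, and the Kölliker's organ gene called higher was Nrxn3 (0.93). Car2, Tac1, Smoc2 and Nrxn3 are named only after their values were seen. The paper's step is from genes typical of one domain rising, some of them seen by in situ hybridization and immunostaining over parts of the Kölliker's organ as well, and genes typical of the other falling, to what Prdm16 does there.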

Taken together, *Prdm16* is required to inhibit prosensory‐specific genes and maintain the KO‐specific genes during KO development. Our observation of expanded prosensory domain at the expense of KO along with ectopic expression of prosensory genes, including several Notch signaling pathway genes, in the KO demonstrates a role of *Prdm16* in repressing these genes in KO epithelial cells to define the boundary between the KO and the prosensory domain of the cochlea. Since Notch signaling is responsible for specifying the prosensory domain through lateral induction during cochlear development,^48^ upregulation of Notch pathway genes secondary to *Prdm16* loss, and subsequently the production of ectopic HCs in the KO, points to a role for *Prdm16* in repressing Notch signaling within the KO. Previous studies found an interplay between *Prdm16* and Notch signaling in different systems. *Prdm16* modulates Notch signaling during arterial specification.^49^, ^50^ Loss of the Notch target genes, *Hes1, 3 & 5* cause downregulation of *Prdm16* expression in the ventricular zone of the developing telencephalon.^51^ *Prdm16* has also been demonstrated to be a key regulator in the cell fate choice between skeletal muscle and brown adipose in common progenitors during embryogenesis and also influences beige adipose function and its metabolic function postnatally.^20^, ^52^, ^53^ The established role for *Prdm16* and Notch signaling in these systems and our data pertaining to sensory specification of the inner ear suggest that *Prdm16* is involved in the modulation of Notch signaling in a variety of cellular contexts.

Additionally, gene expression analysis shows downregulation of *Tecta* and upregulation of *Tectb* in *Prdm16* ^*cGT*^ null cochlea vs control. α‐tectorin (TECTA) and β‐tectorin (TECTB) are essential proteins in the structure of the TM,^54^ and mouse mutants for α‐tectorin exhibit abnormal TM and hearing loss.^40^, ^55^ Our scRNA sequencing data as well as mRNA FISH data shows that *Tecta* mRNA is expressed by KO cells (Figures 1A and 7C), and the TM phenotype in *Prdm16* ^*cGT*^ null cochlea phenocopies that observed in α‐tectorin mutant cochlea.^55^ 

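Tecta (ENSMUSG00000037705, chromosome 9, 42329619 to 42399929 of mm10) had 2883 ± 320.7 CPM (SD, n = 3) in WT, 2808 ± 320.5 CPM (SD, n = 3) in heterozygote and 1523 ± 124.8 CPM (SD, n = 3) in null embryos, so that the heterozygotes were not distinguishable from WT (log2 fold change -0.04, edgeR adjusted p = 0.917). Its exons share 304 bases with the antisense gene Gm47629. Tectb (ENSMUSG00000024979, chromosome 19, 55180733 to 55196313) had 758.3 ± 39.3 CPM (SD) in WT, 1168 ± 51.8 CPM (SD) in heterozygote and 1455 ± 305.2 CPM (SD) in null embryos. Its log2 fold change between null and WT was 0.94 (standard error 0.16, edgeR adjusted p = 0.0326), and between heterozygotes and WT 0.62 (standard error 0.0617, edgeR adjusted p = 0.0107). The heterozygote change of Tectb passed in 4 of the 6 fits that left out one embryo, and did not with all 9 libraries in one fit (adjusted p of 0.412). The adjusted p of Tectb between null and WT stayed under 0.05 in 1 of the 6 fits that each left out one embryo, and was 0.0583 with the block by replicate number in edgeR.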

Taken together, we predict that the loss of KO in *Prdm16* ^*cGT*^ null cochlea results in dysregulation of tectorin subunit expression that results in abnormal TM morphology. Postnatal studies in *Prdm16* conditional knockouts to evaluate TM defects will provide insight into the impact of tectorin dysregulation.

Few studies have examined the development of KO and its derivatives in mammalian cochlea,^4^, ^5^, ^6^, ^7^, ^56^ and we believe that utilizing *Prdm16* as a novel KO marker and exploring its role as a regulator of this cell population will provide new insight into the development and function of KO in mammalian cochlea. Our work sets the stage for follow up studies that will further investigate a potential role for *Prdm16* in human hearing, including the possibility of providing insight into its contribution to the underlying etiology of hearing impairment that is a common component of the 1p36 deletion syndrome phenotype.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animals

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Midwestern University Institutional Animal Care and Use Committee. All efforts were made to minimize animal suffering. For PRDM16 expression analysis, wildtype (WT) C57BL/6J (Jax: 000664) mice were timed mated. Breeding females were checked daily for presence of post‐copulatory vaginal plugs, and if present, the developmental stage of the litter was considered embryonic day (E) 0.5. At the time points of interest, pregnant female mice were euthanized, and embryos were collected. The *Prdm16* ^*cGT*^ mutant mouse strain was previously reported.^33^ *Prdm16* ^*cGT/+*^ male and female mice were timed mated to generate *Prdm16* ^*cGT*^ null embryos (*Prdm16* ^*cGT/cGT*^), heterozygote (*Prdm16* ^*cGT/+*^), and WT (*Prdm16* ^+/+^) littermate controls. The *Prdm16* ^*cGT/+*^ strain was maintained on an FVB/NJ inbred strain background (Jax: 001800).

### 4.2 Single cell RNA sequencing (ScRNA seq)

One WT pregnant female was euthanized at E14.5, and cochleae were dissected from three pups of either sex in sterile cold HBSS, then placed in dispase (1 U/mL) in DMEM/F‐12 (Stem cell Technologies) for 15 min at 37°C. Following the incubation period, the lateral wall, and mesenchymal cells were dissected away to isolate the cochlear duct. Cochlear ducts from three pups were combined in a single tube and incubated in 0.25% trypsin‐EDTA for 15 min at 37°C with gentle trituration every 5 min, then trypsin was inactivated by adding an equal volume of DMEM/F‐12. Dissociated cells were then passed through a 30 μm strainer to exclude cell aggregates, pelleted at 300×*g* and then resuspended in 100 μl of cold PBS supplemented with 1% fetal bovine serum (FBS, Gibco: 26140079). Single cells were captured and lysed, and mRNAs were reverse transcribed into cDNAs using a 10X Genomics Chromium Controller at University of Nebraska Medical Center Sequencing core. cDNA libraries were prepared using Chromium Single Cell 3′ Reagents according to the manufacturer's instructions. Libraries were sequenced on an Illumina NextSeq to generate 60 bp of sequence to identify transcript identity. Sequences were aligned to the Ensembl mouse MM10 assembly using Cell Ranger 2.1.1 analysis software (10× Genomics). Processing of the Cell Ranger output data was done with Loupe Browser v.5 (10× Genomics). Gene expression‐based clustering information for the cells, including t‐SNE and UMAP projections and differential gene expression was done utilizing Loupe Browser v.5. The raw data from the ScRNA sequencing of E14.5 cochlear duct is deposited in gEAR database^57^ and can be accessed through the following link: https://umgear.org/p?s=ba412295&g=sox2

### 4.3 Immunostaining

WT C57BL/6J embryos, *Prdm16* ^*cGT*^ null embryos (*Prdm16* ^*cGT/cGT*^), and littermate heterozygote controls (*Prdm16* ^*cGT/+*^) at different developmental time points were collected in cold PBS, then dissected to remove skin, cranial vault, brain tissue and mandible. The skull base was then fixed with 4% paraformaldehyde overnight at 4°C then washed with PBS three times. For cryosection immunostaining, samples were washed in 10%, 20%, and 30% sucrose solutions at 4°C then embedded in OCT, and frozen on dry ice then stored at −80°C until further processing. OCT‐embedded samples were serially sectioned horizontally (10 μm thick) at −20°C using a cryostat (Leica CM1950). The sections were mounted on positively charged microscope slides (Globe Scientific Inc) and left to dry at room temperature overnight. For paraffin section immunostaining, fixed skull bases were paraffin processed using a Sakura Tissue‐Tek VIP 5 Tissue Processor overnight, then embedded in paraffin using the Sakura Tissue‐Tek TEC Paraffin Embedding Station and 7 μm sections were collected onto slides using a Thermo Scientific Microm HM325 Rotary Microtome. Slides were then placed on 40°C plate to dry out, then washed three times in Xylene, descending grades (100%, 95%, and 70%) of ethanol for 5 min each. Antigen retrieval was performed by boiling slides in Citrate Buffer pH = 6 for 8 min at 95 to 100°C. Paraffin or cryosections were then washed in PBS, permeabilized with PBS containing 0.1% Tween 20, then blocked with PBS containing 0.1% Tween 20 and 5% normal donkey serum (Southern Biotech 0030‐01). Samples were incubated in primary antibody overnight at 4°C. Samples were then washed with PBS and incubated with a secondary antibody for 2 hours at room temperature then washed, placed on a glass microscope slide in DAPI mounting media, cover‐slipped, and photographed using a Nikon A1R confocal microscope. For whole mount immunostaining, P0 pup heads were collected, inner ears were dissected in cold PBS, fixed with 4% paraformaldehyde overnight at 4°C then washed with PBS three times. Cochlear basilar membrane was micro‐dissected, permeabilized with PBS containing 0.5% Triton, blocked with PBS containing 0.5% Triton and 5% normal donkey serum. Samples were incubated in primary antibody overnight at 4°C. Samples were then washed with PBS and incubated with a secondary antibody for 2 hours at room temperature then washed, placed on a glass microscope slide in DAPI mounting media, cover‐slipped, and photographed using a Nikon A1R confocal microscope. Primary antibodies/stains used: Phalloidin (R&D Systems, 1:100), MYO6 (Proteus, 1:200), SOX2 (R&D Systems, 1:200), JAG1 (DHSB, 1:50), PRDM16,^33^ and p27Kip1 (Invitrogen 1:200).

### 4.4 EdU proliferation assay

Pregnant females were injected with EdU (400 μg/g body weight) 2 hours before collecting the embryos. Cryosections were obtained as stated previously. Staining for incorporated EdU along with SOX2 antibody and DAPI was performed according to Click‐iT EdU Cell Proliferation Kit (Invitrogen C10340) manufacturer protocol. The stained cryosection slides were then imaged on a Nikon A1R confocal microscope.

### 4.5 Bulk RNA extraction and sequencing

RNAqueous RNA isolation kit (Invitrogen, AM1931) was used for bulk RNA extraction as per the manufacturer protocol. Briefly, E14.5 cochlear ducts from both inner ears of one embryo were microdissected in DEPC‐treated cold PBS, collected in RNA extraction buffer and homogenized (Bel‐Art 650 000 000). RNA extraction and subsequent removal of genomic DNA were performed according to the manufacturer's protocol. Three littermates per genotype were used. The yield and integrity of total RNA from microdissected samples were measured using a 2100 Bioanalyzer (Agilent Technologies). Next generation sequencing and bioinformatics analysis were performed at Northwestern Sequencing core. Briefly, TruSeq mRNA‐Seq Library Prep was used to create cDNA libraries according to manufacturer's protocol. Each library was sequenced to generate 50 base pair single reads on the Illumina HiSeq Sequencing (Illumina). The sequence reads were aligned to the mouse reference genome sequence (USCS mm10) using STAR aligner.^58^ Alignments were assembled and annotated using Cufflinks.^59^ DESeq2^60^ was used to detect differentially expressed gene transcripts. The raw data from bulk RNA sequencing of E14.5 cochlear duct is deposited in Gene expression Omnibus (GSE193046) and can be accessed through the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193046

### 4.6 Pathway analysis

The database DAVID (the Database of Annotation, Visualization and Integrated Discovery)^34^, ^35^ was used for pathway analysis. The differentially expressed gene transcripts (*q* < 0.05) identified from the RNA‐Seq data were input into DAVID, which identified enriched biological pathways.

### 4.7 RNA fluorescence in situ hybridization (FISH)

Cryosections (10 μm) from E14.5 embryos were used for RNA FISH analysis following the manufacturer's protocol (Molecular instruments, HCR RNA‐FISH protocol for fresh frozen or fixed frozen tissue sections https://files.molecularinstruments.com/MI‐Protocol‐RNAFISH‐FrozenTissue‐Rev2.pdf).^61^ Probes used are included in Table S3).

### 4.8 Quantitative real time PCR

Reverse transcription of total RNA was performed using GoScript Reverse Transcription System (Promega A5001), and quantitative real time PCR (qPCR) was performed using PowerUp SYBR Green (Applied Biosytems, A25742), each according to manufacturer's protocols. Data analysis was performed using the comparative CT method,^62^ and data were normalized to detection of GAPDH RNA. Primers used are included in Table S4.

### 4.9 Data analysis and statistics

Data analysis was done using Image J software Version 1.53n.^63^ Cochlear length was measured from the tip of the apex to the base using MYO6 immunostaining as a marker for the hair cells. To measure HC and SC density, at least 400 μm regions of the base, middle, and apex of whole‐mount immunostained cochleae were counted and normalized to 100 μm. KO and stria vascularis thickness was measured using H&E‐stained sections. The thickness was measured at three different points at 25%, 50%, and 75% of the length of the structure in five consecutive 7 μm thick sections then averaged per each biological sample. For EdU proliferation assay, the percentage of KO cells incorporating EdU marker was calculated by counting all KO cells on the neural side of SOX2‐positive cells using DAPI staining, then counting the number of EdU‐positive cells within this population and calculating the percentage using five consecutive 10 μm thick sections then averaged per each biological sample. For each experiment, the numbers of samples (n) is indicated. The *P* value for difference between samples was calculated using either multiple‐testing adjusted *P* value (for differential expression using DESeq2^60^) or a multiple unpaired two‐tailed Student's *t*‐test (for length, thickness, cell density, percentage of proliferation quantification, and qRT‐PCR), and *P* < 0.05 was considered as significant.

## AUTHOR CONTRIBUTIONS

**Michael Ebeid:** Conceptualization (lead); data curation (lead); formal analysis (lead); funding acquisition (lead); investigation (lead); methodology (equal); project administration (lead); resources (lead); software (lead); supervision (lead); validation (lead); visualization (equal); writing – original draft (lead); writing – review and editing (lead). **Kathy Barnas:** Conceptualization (equal); data curation (equal); formal analysis (equal); investigation (equal); methodology (equal); validation (equal); visualization (equal); writing – review and editing (equal). **Hongji Zhang:** Investigation (equal); methodology (equal); project administration (equal); validation (equal); writing – review and editing (equal). **Amal Yaghmour:** Formal analysis (equal); investigation (equal); methodology (equal); writing – review and editing (equal). **Gabriele Noreikaite:** Formal analysis (equal); investigation (equal); methodology (equal); writing – review and editing (equal). **Bryan C. Bjork:** Conceptualization (equal); methodology (equal); resources (equal); supervision (equal); writing – review and editing (equal).

## Supporting information

**TABLE S1** Complete list of differentially expressed genes within each population of cochlear duct cells at E14.5 from Wilde‐type mouse using single cell RNA sequencing. Click here for additional data file.

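The first columns of Table S2 give the counts of WT and null libraries after division by a size factor of each library. For 1981 of 1986 genes matched to the deposited counts (99.75%), the table's value equals the deposited count divided by one factor per library, which ranges from 0.898 for null embryo 3 to 1.16 for null embryo 2. Heterozygote libraries are not part of it. Its log2 fold changes, standard errors and adjusted P values are the paper's own. Taking the table's adjusted P value under 0.05 and absolute log2 fold change over 0.5 gives 311 higher and 274 lower genes, and adding a WT mean over 100 normalized counts gives 218 higher and 227 lower. The genes of Table 2 are the 50 in each direction with the largest change of the table among those with a WT mean over 100. From the deposited counts, edgeR with the same minimum of 100 for the WT mean called 130 genes higher and 120 lower.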

**TABLE S2** Complete list of differentially expressed genes in Prdm16 cGT null cochlear duct cells at E14.5 compared to littermate WT controls using bulk RNA sequencing. Click here for additional data file.

**TABLE S3** List of RNA FISH probes name, size, accession numbers and linked fluorophores. Click here for additional data file.

**TABLE S4** List of quantitative real time PCR primer sequences. Click here for additional data file.

## References

[1] Morsli H , Choo D , Ryan A , Johnson R , Wu DK . Development of the mouse inner ear and origin of its sensory organs. J Neurosci. 1998;18(9):3327‐3335. doi:10.1523/jneurosci.18-09-03327.1998 9547240PMC6792659

[2] Kelley MW , Xu XM , Wagner MA , Warchol ME , Corwin JT . The developing organ of Corti contains retinoic acid and forms supernumerary hair cells in response to exogenous retinoic acid in culture. Development Dec 1993;119(4):1041–53.830687410.1242/dev.119.4.1041

[3] Hinojosa R. A note on development of Corti's organ. Acta Otolaryngol Sep‐Oct 1977;84(3–4):238–51. doi:10.3109/00016487709123963 906817

[4] Uziel A , Gabrion J , Ohresser M , Legrand C . Effects of hypothyroidism on the structural development of the organ of Corti in the rat. Acta Otolaryngol Nov‐Dec 1981;92(5–6):469–80. doi:10.3109/00016488109133286 7315266

[5] Legrand C , Bréhier A , Clavel MC , Thomasset M , Rabié A . Cholecalcin (28‐kDa CaBP) in the rat cochlea. Development in normal and hypothyroid animals. An immunocytochemical study. Brain Res 1988;466(1):121–9. doi:10.1016/0165-3806(88)90090-9 3342324

[6] Anniko M . Embryogenesis of the mammalian inner ear. III. Formation of the tectorial membrane of the CBA/CBA mouse in vivo and in vitro. Anat Embryol (Berl). 1980;160(3):301‐313. doi:10.1007/bf00305110 7457923

[7] Tritsch NX , Yi E , Gale JE , Glowatzki E , Bergles DE . The origin of spontaneous activity in the developing auditory system. Nature. 2007;450(7166):50‐55. doi:10.1038/nature06233 17972875

[8] Babola TA , Li S , Wang Z , Kersbergen CJ , Elgoyhen AB , Coate TM , Bergles DE Purinergic signaling controls spontaneous activity in the auditory system throughout early development. J Neurosci Jan 27 2021;41(4):594–612. doi:10.1523/jneurosci.2178-20.2020 33303678PMC7842760

[9] Zheng JL , Gao WQ . Overexpression of Math1 induces robust production of extra hair cells in postnatal rat inner ears. Nat Neurosci Jun 2000;3(6):580–6. doi:10.1038/75753 10816314

[10] Kelly MC , Chang Q , Pan A , Lin X , Chen P . Atoh1 directs the formation of sensory mosaics and induces cell proliferation in the postnatal mammalian cochlea in vivo. J Neurosci. 2012;32(19):6699‐6710. doi:10.1523/jneurosci.5420-11.2012 22573692PMC3477623

[11] Puligilla C , Kelley MW . Dual role for Sox2 in specification of sensory competence and regulation of Atoh1 function. Dev Neurobiol Jan 2017;77(1):3–13. doi:10.1002/dneu.22401 27203669PMC5116417

[12] Basch ML , Brown RM 2nd , Jen H‐I , et al. Fine‐tuning of notch signaling sets the boundary of the organ of Corti and establishes sensory cell fates. Elife. 2016;5:e19921. doi:10.7554/eLife.19921 27966429PMC5215100

[13] Driver EC , Pryor SP , Hill P , et al. Hedgehog signaling regulates sensory cell formation and auditory function in mice and humans. J Neurosci. 2008;28(29):7350‐7358. doi:10.1523/JNEUROSCI.0312-08.2008 18632939PMC2581462

[14] Fumasoni I , Meani N , Rambaldi D , Scafetta G , Alcalay M , Ciccarelli FD . Family expansion and gene rearrangements contributed to the functional specialization of PRDM genes in vertebrates. BMC Evol Biol. 2007;7(1):187. doi:10.1186/1471-2148-7-187 17916234PMC2082429

[15] Ishibashi J , Seale P . Functions of Prdm16 in thermogenic fat cells. Temperature (Austin). 2015;2(1):65‐72. doi:10.4161/23328940.2014.974444 27227007PMC4843880

[16] Chuikov S , Levi BP , Smith ML , Morrison SJ . Prdm16 promotes stem cell maintenance in multiple tissues, partly by regulating oxidative stress. Nat Cell Biol Oct 2010;12(10):999–1006. doi:10.1038/ncb2101 20835244PMC2948585

[17] Aguilo F , Avagyan S , Labar A , Sevilla A , Lee DF , Kumar P , Lemischka IR , Zhou BY , Snoeck HW Prdm16 is a physiologic regulator of hematopoietic stem cells. Blood May 12, 2011;117(19):5057–66. doi:10.1182/blood-2010-08-300145 21343612PMC3109532

[18] Bjork BC , Turbe‐Doan A , Prysak M , Herron BJ , Beier DR . Prdm16 is required for normal palatogenesis in mice. Hum Mol Genet. 2010;19(5):774‐789. doi:10.1093/hmg/ddp543 20007998PMC2816611

[19] Shull LC , Sen R , Menzel J , Goyama S , Kurokawa M , Artinger KB . The conserved and divergent roles of Prdm3 and Prdm16 in zebrafish and mouse craniofacial development. Dev Biol. 2020;461(2):132‐144. doi:10.1016/j.ydbio.2020.02.006 32044379PMC7198358

[20] Seale P , Kajimura S , Yang W , et al. Transcriptional control of brown fat determination by PRDM16. Cell Metab. 2007;6(1):38‐54. doi:10.1016/j.cmet.2007.06.001 17618855PMC2564846

[21] Warner DR , Wells JP , Greene RM , Pisano MM . Gene expression changes in the secondary palate and mandible of Prdm16(−/−) mice. Cell Tissue Res. 2013;351(3):445‐452. doi:10.1007/s00441-012-1525-2 23149718PMC3584240

[22] Harms MJ , Lim HW , Ho Y , et al. PRDM16 binds MED1 and controls chromatin architecture to determine a brown fat transcriptional program. Genes Dev. 2015;29(3):298‐307. doi:10.1101/gad.252734.114 25644604PMC4318146

[23] Shaffer LG , Heilstedt HA . Terminal deletion of 1p36. The Lancet. 2001;358:S9. doi:10.1016/S0140-6736(01)07022-2 11784558

[24] Heilstedt HA , Ballif BC , Howard LA , Kashork CD , Shaffer LG . Population data suggest that deletions of 1p36 are a relatively common chromosome abnormality. Clin Genet. 2003;64(4):310‐316. doi:10.1034/j.1399-0004.2003.00126.x 12974736

[25] Trowe MO , Maier H , Schweizer M , Kispert A . Deafness in mice lacking the T‐box transcription factor Tbx18 in otic fibrocytes. Development. 2008;135(9):1725‐1734. doi:10.1242/dev.014043 18353863

[26] Phippard D , Heydemann A , Lechner M , et al. Changes in the subcellular localization of the Brn4 gene product precede mesenchymal remodeling of the otic capsule. Hear Res. 1998;120(1–2):77‐85. doi:10.1016/s0378-5955(98)00059-8 9667433

[27] Pirvola U , Zhang X , Mantela J , Ornitz DM , Ylikoski J . Fgf9 signaling regulates inner ear morphogenesis through epithelial–mesenchymal interactions. Dev Biol. 2004;273(2):350‐360. doi:10.1016/j.ydbio.2004.06.010 15328018

[28] Morsli H , Tuorto F , Choo D , Postiglione MP , Simeone A , Wu DK . Otx1 and Otx2 activities are required for the normal development of the mouse inner ear. Development. 1999;126(11):2335‐2343.1022599310.1242/dev.126.11.2335

[29] Morrison A , Hodgetts C , Gossler A , Hrabé de Angelis M , Lewis J . Expression of Delta1 and Serrate1 (Jagged1) in the mouse inner ear. Mech Dev. 1999;84(1–2):169‐172. doi:10.1016/s0925-4773(99)00066-0 10473135

[30] Hume CR , Bratt DL , Oesterle EC . Expression of LHX3 and SOX2 during mouse inner ear development. Gene Expr Patterns. 2007;7(7):798‐807. doi:10.1016/j.modgep.2007.05.002 17604700PMC2043117

[31] Hayashi T , Kokubo H , Hartman BH , Ray CA , Reh TA , Bermingham‐McDonogh O . Hesr1 and Hesr2 may act as early effectors of notch signaling in the developing cochlea. Dev Biol. 2008;316(1):87‐99. doi:10.1016/j.ydbio.2008.01.006 18291358PMC2362132

[32] Pauley S , Wright TJ , Pirvola U , Ornitz D , Beisel K , Fritzsch B . Expression and function of FGF10 in mammalian inner ear development. Dev Dyn Jun 2003;227(2):203–15. doi:10.1002/dvdy.10297 12761848PMC3904739

[33] Strassman A , Schnütgen F , Dai Q , et al. Generation of a multipurpose Prdm16 mouse allele by targeted gene trapping. Dis Model Mech. 2017;10(7):909‐922. doi:10.1242/dmm.029561 28424158PMC5536910

[34] Huang DW , Sherman BT , Lempicki RA . Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44‐57. doi:10.1038/nprot.2008.211 19131956

[35] Huang da W , Sherman BT , Lempicki RA . Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. 2009;37(1):1‐13. doi:10.1093/nar/gkn923 19033363PMC2615629

[36] Chen P , Johnson JE , Zoghbi HY , Segil N . The role of Math1 in inner ear development: uncoupling the establishment of the sensory primordium from hair cell fate determination. Development. 2002;129(10):2495‐2505.1197328010.1242/dev.129.10.2495

[37] Driver EC , Northrop A , Kelley MW . Cell migration, intercalation and growth regulate mammalian cochlear extension. Development. 2017;144(20):3766‐3776. doi:10.1242/dev.151761 28870992PMC5675446

[38] Lim DJ , Anniko M . Developmental morphology of the mouse inner ear. A scanning electron microscopic observation. Acta Otolaryngol Suppl. 1985;422:1‐69.3877398

[39] Zine A , Romand R . Development of the auditory receptors of the rat: a SEM study. Brain Res. 1996;721(1–2):49‐58. doi:10.1016/0006-8993(96)00147-3 8793083

[40] Legan PK , Goodyear RJ , Morín M , et al. Three deaf mice: mouse models for TECTA‐based human hereditary deafness reveal domain‐specific structural phenotypes in the tectorial membrane. Hum Mol Genet. 2014;23(10):2551‐2568. doi:10.1093/hmg/ddt646 24363064PMC3990158

[41] Xia A , Gao SS , Yuan T , et al. Deficient forward transduction and enhanced reverse transduction in the alpha tectorin C1509G human hearing loss mutation. Dis Model Mech. 2010;3(3–4):209‐223. doi:10.1242/dmm.004135 20142329PMC2869304

[42] Verhoeven K , Laer LV , Kirschhofer K , et al. Mutations in the human α‐tectorin gene cause autosomal dominant non‐syndromic hearing impairment. Nat Genet. 1998;9(1):60‐62. doi:10.1038/ng0598-60 9590290

[43] Meredith FL , Rennie KJ . Channeling your inner ear potassium: K(+) channels in vestibular hair cells. Hear Res. 2016;338:40‐51. doi:10.1016/j.heares.2016.01.015 26836968

[44] Assad JA , Corey DP . An active motor model for adaptation by vertebrate hair cells. J Neurosci. 1992;12(9):3291‐3309. doi:10.1523/JNEUROSCI.12-09-03291.1992 1527581PMC6575747

[45] Ahmed M , Wong EY , Sun J , Xu J , Wang F , Xu PX . Eya1‐Six1 interaction is sufficient to induce hair cell fate in the cochlea by activating Atoh1 expression in cooperation with Sox2. Dev Cell. 2012;22(2):377‐390. doi:10.1016/j.devcel.2011.12.006 22340499PMC3285434

[46] Ohyama T , Basch ML , Mishina Y , Lyons KM , Segil N , Groves AK . BMP signaling is necessary for patterning the sensory and nonsensory regions of the developing mammalian cochlea. J Neurosci. 2010;30(45):15044‐15051. doi:10.1523/jneurosci.3547-10.2010 21068310PMC3074492

[47] Kiernan AE , Xu J , Gridley T . The notch ligand JAG1 is required for sensory progenitor development in the mammalian inner ear. PLoS Genetics. 2006;2(1):e4. doi:10.1371/journal.pgen.0020004 16410827PMC1326221

[48] Hartman Byron H , Reh Thomas A , Bermingham‐McDonogh O . Notch signaling specifies prosensory domains via lateral induction in the developing mammalian inner ear. Proceedings of the National Academy of Sciences. 2010;107(36):15792‐15797. doi:10.1073/pnas.1002827107 PMC293660120798046

[49] Beerens M , Van Wauwe J , Craps S , et al. Prdm16 and notch functionally and physically interact during artery development. bioRxiv. 2021;471275. doi:10.1101/2021.12.05.471275

[50] Aranguren XL , Agirre X , Beerens M , et al. Unraveling a novel transcription factor code determining the human arterial‐specific endothelial cell signature. Blood. 2013;122(24):3982‐3992. doi:10.1182/blood-2013-02-483255 24108462

[51] Kinameri E , Inoue T , Aruga J , et al. Prdm proto‐oncogene transcription factor family expression and interaction with the Notch‐Hes pathway in mouse neurogenesis. PLoS One. 2008;3(12):e3859. doi:10.1371/journal.pone.0003859 19050759PMC2585159

[52] Seale P , Bjork B , Yang W , et al. PRDM16 controls a brown fat/skeletal muscle switch. Nature. 2008;454(7207):961‐967. doi:10.1038/nature07182 18719582PMC2583329

[53] Cohen P , Levy JD , Zhang Y , et al. Ablation of PRDM16 and beige adipose causes metabolic dysfunction and a subcutaneous to visceral fat switch. Cell. 2014;156(1–2):304‐316. doi:10.1016/j.cell.2013.12.021 24439384PMC3922400

[54] Richardson GP , Lukashkin AN , Russell IJ . The tectorial membrane: one slice of a complex cochlear sandwich. Curr Opin Otolaryngol Head Neck Surg. 2008;16(5):458‐464. doi:10.1097/MOO.0b013e32830e20c4 18797289PMC2874155

[55] Kim D‐K , Kim JA , Park J , Niazi A , Almishaal A , Park S . The release of surface‐anchored α‐tectorin, an apical extracellular matrix protein, mediates tectorial membrane organization. Sci Adv. 2019;5(11):eaay6300. doi:10.1126/sciadv.aay6300 31807709PMC6881170

[56] Dayaratne MWN , Vlajkovic SM , Lipski J , Thorne PR . Kölliker's organ and the development of spontaneous activity in the auditory system: implications for hearing dysfunction. Biomed Res Int. 2014;2014:367939. doi:10.1155/2014/367939 25210710PMC4156998

[57] Orvis J , Gottfried B , Kancherla J , et al. gEAR: gene expression analysis resource portal for community‐driven, multi‐omic data exploration. Nat Methods. 2021;18(8):843‐844. doi:10.1038/s41592-021-01200-9 34172972PMC8996439

[58] Dobin A , Davis CA , Schlesinger F , et al. STAR: ultrafast universal RNA‐seq aligner. Bioinformatics. 2013;29(1):15‐21. doi:10.1093/bioinformatics/bts635 23104886PMC3530905

[59] Trapnell C , Williams BA , Pertea G , et al. Transcript assembly and quantification by RNA‐Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28(5):511‐515. doi:10.1038/nbt.1621 20436464PMC3146043

[60] Anders S , Huber W . Differential expression analysis for sequence count data. Genome Biol. 2010;11(10):R106. doi:10.1186/gb-2010-11-10-r106 20979621PMC3218662

[61] Choi HMT , Schwarzkopf M , Fornace ME , et al. Third‐generation in situ hybridization chain reaction: multiplexed, quantitative, sensitive, versatile, robust. Development. 2018;145(12):dev165753. doi:10.1242/dev.165753 29945988PMC6031405

[62] Schmittgen TD , Livak KJ . Analyzing real‐time PCR data by the comparative CT method. Nat Protoc. 2008;3(6):1101‐1108. doi:10.1038/nprot.2008.73 18546601

[63] Schindelin J , Arganda‐Carreras I , Frise E , et al. Fiji: an open‐source platform for biological‐image analysis. Nat Methods. 2012;9(7):676‐682. doi:10.1038/nmeth.2019 22743772PMC3855844

How the deposited data were processed for this re-analysis (not part of the article)

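RNA was measured in the cochlear ducts of 9 mouse embryos at E14.5, 3 WT, 3 Prdm16 cGT heterozygote and 3 Prdm16 cGT null, with one library per embryo. The authors prepared TruSeq mRNA libraries, sequenced single reads on an Illumina HiSeq, aligned them to mm10 with STAR, used Cufflinks for annotation, and compared genotypes with DESeq2. The values the authors deposited are raw counts per Ensembl gene, whole numbers without normalization. The paper's text does not name the tool, the strand setting or the annotation release behind these counts. All 37 genes of the mitochondrial chromosome hold 0 counts in all 9 libraries, so the share of mitochondrial reads cannot be checked.

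Gene names and mm10 positions were taken from the GENCODE annotation of the same build, which holds 54165 of the 54232 genes. Samples were grouped by their labelled genotype. The libraries of different genotypes share the numbers 1 to 3 in their labels, and the pairing tested here comes from those numbers alone. The methods state that 3 littermates per genotype were used and do not say that embryos of one number came from one litter.

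Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the filterByExpr filter with its minimum count of 10, and the quasi-likelihood test, on the 6 libraries of each pair of genotypes. The Benjamini-Hochberg adjusted p threshold was 0.05 and the absolute log2 fold change threshold 0.5. Sets of genes were tested with camera from limma 3.58.1, with a preset inter-gene correlation of 0.01, and their overlap with called genes with a two-sided Fisher's exact test. The gene sets of the single-cell clusters came from Table S1, and the Notch, cell cycle, chloride transport and cell type lists were written by hand. Gene ontology terms were not recomputed, since no ontology annotation was used here. Log2 CPM values used a prior count of 2. A count of 3 was taken as the floor of a library.

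The procedure was tested on simulated counts for 17168 genes, of which 200 were changed by known folds. edgeR recovered 188 of the 200 changed genes (94%) with 14 false calls, and camera found no shift in 200 genes simulated without change. The 100 genes simulated as higher had a true mean log2 fold change of 1.845, so this recovery does not describe changes near the threshold. A single unchanged set does not show how camera behaves when genes vary together. Between null and WT libraries, estimating the correlation between genes moved the unadjusted prosensory camera p from 3.76e-05 to 0.209. The Kölliker's organ p moved from 3.87e-53 to 0.00326.

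Named genes are Prdm16, every gene whose RNA change the paper names in its text or in Figure 7A,B, and the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with separated null and WT values. Samples, designs, gene sets and alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with and without a prior on the fold change, limma-voom, RLE or no composition normalization, other filters on low counts, all 9 libraries in one fit, the replicate number as a block, a covariate for the sex of the embryos from Y-linked genes, other fold change thresholds, other set tests and sets, and leaving out each embryo in turn. A covariate for the level of the mesenchyme genes of Table S1 was added after the libraries were seen to differ in such genes. Single-cell, qPCR, in situ and immunostaining experiments were not analysed here. Total counts of 24095322 to 30819118 per library and 3 embryos per genotype set the precision.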

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

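The tests of the ratio of heterozygote to null changes and of the prosensory set against the roof and outer sulcus sets, and the mesenchyme covariate, were chosen only after related results had been seen. The paper's sequencing results compare null with WT embryos, and the genes of Table 2 have WT means over 100, so the results here lie outside what it discusses.

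Between heterozygote and WT embryos, 9 genes were higher and 17 lower in edgeR, and 7 of the 9 and 6 of the 17 were also called in the same direction between null and WT. With 3 embryos against 3, only 4 of the 10 splits of the 6 libraries part all 3 same-numbered pairs as the real one does, and the other 6 part 1 pair. Of those 4 splits, 1 gave as many higher genes and 1 as many lower genes, the real one in each case, a share that cannot go under 0.05, so this count cannot tell them apart from a chance split whatever it gives. Of the 6 splits that part 1 pair, 0 gave as many, with 1 gene at most in either direction. Of the 287 genes called between null and WT other than Prdm16 and tested in heterozygotes, 278 had a heterozygote mean between those of WT and null. WT libraries shared by the comparisons would give part of this. For the 42 genes changed by more than 10 standard errors, where such shared error is small, the median ratio of heterozygote to null log2 fold change was 0.271, not near 0, which is consistent with a partial effect of 1 intact allele as a hypothesis.

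The prosensory set was shifted by 0.12 between heterozygotes and WT (unadjusted camera p of 2.19e-10, limma camera adjusted p = 8.76e-10 over 8 sets, and 0.0533 with the correlation between genes estimated, with 53 of 83 genes positive), and 1 of the 4 comparable splits, the real one, gave a prosensory shift as large. The shift with the mesenchyme covariate was 0.1011. If heterozygote ducts only held less non-epithelial tissue, other epithelial sets would rise as much. The prosensory genes rose by 0.095 more than the roof genes (permutation test across genes, p = 9.20e-04, genes not being independent), but by only 0.0126 more than the outer sulcus genes (permutation test across genes, p = 0.785), a set of 36 genes whose own rise of 0.1077 did not pass with the correlation estimated (unadjusted 0.25). The Kölliker's organ set did not rise (-0.0077), and its difference from the prosensory set was not tested. Less non-epithelial tissue alone does not account for the roof set staying level (0.0253) or for the shift left with the mesenchyme covariate. A part in the rise is not ruled out, since the outer sulcus set rose alike and the mesenchyme set was shifted by -0.57 in heterozygotes against WT (unadjusted 0.164 with the correlation estimated). With 4 comparable splits the share could not have gone under 0.05, so this count cannot tell the shift apart from a chance split whatever it gives. Of the 6 splits that part 1 pair, 0 gave a shift as large, with 0.0774 at most.

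The largest changes outside Table 2 are in genes with few counts in one genotype. Fndc7 (chromosome 3, 108853678 to 108890008 of mm10) had 20, 11 and 12 counts in WT, 58, 45 and 45 in heterozygote and 706, 729 and 583 in null embryos, a log2 fold change of 5.60 (standard error 0.248, edgeR adjusted p = 1.48e-04, from 3.71e-114 to 0.00334 over the alternatives). Reads from an overlapping gene could not be tested as its source by a rise, since 0 annotated genes have exons that overlap those of Fndc7. Of 7 tested neighbours within 200 kb, each had an adjusted p of 0.227 or more. Library size, which differs between groups by less than this change, and sex, with 5.51 under the sex covariate, leave it in place. Corin rose by 4.38 and Fgf14 by 3.50 on the log2 scale, with 5 to 17 counts per WT library.

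BC106175 (log2 fold change 7.46, at least 7.39-fold higher) and Gm16758 (4.22, at least 6.99-fold higher) have at most 2 counts in any WT library and from 14 to 27 in null libraries. Gm48784 (-7.70, at least 8.39-fold lower), Adgrd2-ps (-5.40, at least 15.5-fold lower) and Tmprss4 (-5.28, at least 27-fold lower) have at most 3 counts in any null library. With one embryo left out at a time, BC106175 and Gm16758 each passed in 1 of 6 fits and Gm48784 in 3. With the replicate number as a block they did not pass (edgeR adjusted p = 0.129, 0.112 and 0.112). Adgrd2-ps and Tmprss4 passed in all 6 fits and with the block (edgeR adjusted p = 0.0357 and 0.0102). B230104I21Rik passed in 5 of 6 fits and with the block (edgeR adjusted p = 0.0302). B230104I21Rik (-5.51, at least 11.8-fold lower) shares 109 bases of exon with Prdm16 on the other strand and lies within it, and its fall cannot be told apart from reads of Prdm16 counted on it, since the counting is not stated to use strand. With the sex covariate, Gm48784 was at -7.85 and Tmprss4 at -5.49. No biological explanation beyond genotype and sex was tested for the genes of this paragraph other than B230104I21Rik.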

How the results depend on the processing

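The falls of the Kölliker's organ set and of Efhd1, Itga8, Gsn and Clic6 kept their direction and their side of the threshold under all alternatives run, and the number of genes called did not. Across the alternatives to the test between null and WT, 158 higher and 135 lower genes became 333 and 285 with DESeq2, 283 and 248 with DESeq2 and a fold change prior, 267 and 209 with no filter on low counts, 260 and 208 with all 9 libraries in one fit, 86 and 81 above an absolute log2 fold change of 1, and 43 and 47 when the test itself was made against 0.5. With the replicate number as a block they became 65 and 68, and all 65 of the higher and 66 of the 68 lower genes were among those called without it. Fits that each left out one of the 6 embryos gave from 31 to 214 higher and from 37 to 232 lower genes. The cause of these moves was not tested.

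Between heterozygotes and WT, 9 genes were called higher and 17 lower, and 2266 of 17269 genes had an unadjusted p under 0.05. These counts became 48 and 270 with DESeq2, 5 and 6 with limma-voom, 109 and 575 with no filter, 0 and 0 with all 9 libraries in one fit, 32 and 165 with the replicate block, 17 and 30 with the sex covariate, 2 and 9 with the mesenchyme covariate, 2 and 7 above an absolute log2 fold change of 1, and 0 and 0 with the test against 0.5. Without a fold change threshold 22 genes were higher. Leaving out one embryo gave from 0 to 47 higher and from 0 to 458 lower genes. The same-numbered embryos of these genotypes had a mean correlation of 0.0851, and null and heterozygote embryos 0.0347. Between null and heterozygote embryos, 50 higher and 55 lower genes became 196 and 161 with DESeq2, 149 and 133 with its prior, 227 and 139 with no filter, 79 and 85 with all 9 libraries, 22 and 30 with the replicate block, 79 and 85 with the mesenchyme covariate, 31 and 31 above 1, and 14 and 17 against 0.5. Leaving out one embryo gave from 5 to 81 higher and from 6 to 101 lower. The cause of these changes was not tested.

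The shift of the Kölliker's organ set between null and WT lay from -0.62 to -0.48 in the fits that each left out one embryo. Its shift between heterozygotes and WT was near 0 (-0.0077, camera p = 0.437) and changed sign under several alternatives, to 0.0037 with no filter, 2.25e-04 with a mean count over 100, 0.0031 with all 9 libraries, 0.0598 with the mesenchyme covariate (unadjusted camera p of 0.00323), 0.0021 with the wider set and 0.035 without the genes the paper names. Leaving out one embryo moved it from -0.0455 (without WT 3, unadjusted camera p of 0.0201) to 0.0274. So 2 settings pass 0.05 unadjusted, with mean shifts of opposite sign. The shifts were 0.0116, 0.0274 and 0.0076 without heterozygotes 1, 2 and 3 and 0.0058 and 0.0143 without WT 1 and 2. The prosensory shift of 0.1535 between null and WT lay from 0.11 to 0.28 with one embryo left out. It did not pass when the inter-gene correlation was estimated (0.1535, camera p = 0.209) or in the fry rotation test (0.1535, p = 0.0772). Without adjustment over sets, the other alternatives that kept all embryos gave a camera p from 3.87e-07 to 0.0107, and the fits that each left out one embryo from 4.12e-09 to 0.00957. The prosensory shift between heterozygotes and WT had an unadjusted p under 0.05 in all alternatives run, from 0.11 to 0.16 with one embryo left out, but after adjustment over 8 sets it did not pass with the correlation estimated (limma camera adjusted p = 0.0533).

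The Notch list shift of 0.0637 did not pass after adjustment over 8 sets (limma camera adjusted p = 0.0501). Unadjusted, its camera p was under 0.05 but not with the correlation estimated (0.0637, camera p = 0.0715) or without WT embryo 2 (0.0281, unadjusted camera p of 0.0883). Without null embryo 2 the sign of the mean shift changed. The shift lay from -0.0173 (without null embryo 2) to 0.11 with one embryo left out. The cell cycle list shift of -0.3197 did not pass with the correlation estimated (-0.3197, camera p = 0.202) or with fry (-0.3197, p = 0.0856), and lay from -0.39 to -0.22 with one embryo left out. The enrichment of prosensory genes among higher genes had odds ratios from 6.6 to 19.1 with one embryo left out and did not pass without WT 1 or WT 2, and that of Kölliker's organ genes among lower genes from 63.9 to 419.1. The cause of these changes was not tested.

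Of the 34 named genes, 30 had an edgeR adjusted p under 0.05 between null and WT, 33 with DESeq2, 22 with the replicate block and from 15 to 31 with one embryo left out. None changed direction between null and WT in these fits. Among 392 values of named genes between null and WT under settings that kept all embryos, 12 fell below and 13 rose past the threshold, and among 204 values with one embryo left out, 55 fell below and 1 rose past it. Between heterozygotes and WT, the direction changed for S100a1 (-0.15), Clic6 (0.0254) and Fgf10 (0.0421) with the mesenchyme covariate, for Tecta without heterozygote 2 (0.0377) or WT 1 (0.0512), with a range of -0.125 to 0.0512 with one embryo left out, and for Thrb without heterozygote 2 (0.0038), with a range of -0.106 to 0.0038. The share of higher calls between null and WT was 53.9%, 54.4% with RLE and 51% without composition normalization.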

Differences from the paper's values

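The paper reports 277 genes downregulated in null embryos, and 135 were called lower here. With DESeq2 285 genes were lower, with DESeq2 and a fold change prior 248, with no low-count filter 209, with all 9 libraries in one fit 208 and without null embryo 3 232, and these 5 of the 20 alternatives set before the data were examined come within 1.5 times the paper's number. The paper's 218 upregulated genes and the 158 called higher here are within 1.5 times of each other. Of the same 5 alternatives, DESeq2 called 333 genes higher, over 1.5 times the paper's 218, and the others, in the order above, 283, 267, 260 and 214. These counts use no minimum for the WT mean. Without one the paper's Table S2 gives 311 higher and 274 lower genes, near the 333 and 285 of DESeq2. With a WT mean over 100 that table gives 218 and 227, and edgeR called 130 and 120. That edgeR count of 130 is not within 1.5 times of 218.

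A log2 fold change is within the error here when it differs from the paper's by no more than the larger of the edgeR standard error and the standard error in the paper's Table S2. Of the alternatives set before the data were examined, DESeq2 with a fold change prior had a value within the error for each of the genes below except Itga8 and Gsn, for which none of 17 alternatives did. For Prdm16 the value was -3.12 against the paper's -2.87, -2.81 with DESeq2 and the prior, and within the error also without null embryo 2. For S100a1 it was 1.37 against the paper's 0.980682, 1.17 with the prior and 1.16 without null embryo 2, both within the error. For Lfng it was 1.44 against the paper's 1.25, 1.23 with the prior, and within the error also without composition normalization, with the sex covariate and without null 2, WT 2 or WT 3. For Prdm1 it was 1.30 against the paper's 1.05, 1.04 with the prior, and within the error also with the sex covariate and without null 1, WT 2 or WT 3. For Efhd1 it was -1.97 against the paper's -1.79, -1.76 with the prior, and within the error also without null 3 or WT 1. For Itga8 it was -2.16 against the paper's -1.57 and for Gsn -2.17 against the paper's -1.55, and the closest values, -1.86 and -1.87, came from DESeq2 with the prior. For Clic6 it was -1.76 against the paper's -1.61, -1.59 with the prior, and within the error also with limma-voom, with all 9 libraries and without null 3, WT 1 or WT 2. For Pou3f2 it was -2.08 against the paper's -1.66, and -1.62 with the prior.

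For genes with few counts in one genotype the gap was wider, and only DESeq2 with the prior among the alternatives closed it. Fndc7 was at 5.60 against the paper's 4.19 (4.13 with the prior), Corin at 4.38 against the paper's 2.78 (2.70), Fgf14 at 3.50 against the paper's 2.06 (1.96) and Nr2e1 at -5.57 against the paper's -1.11 (-1.20). Tmprss4, whose null libraries hold at most 3 counts, was at -5.28, at least 27-fold lower, against the paper's -2.04 (-1.90).

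The paper names Lor, Jag1 and Hes1 as upregulated in this experiment, and in edgeR they did not pass the threshold (log2 fold changes of 1.00, 0.36 and 0.58, adjusted p = 0.0516, 0.247 and 0.145). Lor passed with DESeq2 (adjusted p = 9.42e-06), DESeq2 with the prior, no low-count filter, a mean or a WT mean over 100, all 9 libraries and without null 3, with an adjusted p from 8.98e-06 to 0.372 over the settings. Hes1 passed with DESeq2 (adjusted p = 0.0128), DESeq2 with the prior and the sex covariate, with a range from 0.0126 to 1. Jag1 passed in none of the settings run, with an adjusted p from 0.067 to 1, and the paper's Table S2 gives it a log2 fold change of 0.34. The paper's own DESeq2 adjusted P values were 0.0157 for Jag1, 0.00177 for Hes1 and 3.11e-07 for Lor. The paper also reports a rise of Jag1 and Hes1 by qPCR and a wider JAG1 domain by immunostaining. Those experiments were not analysed here. The paper also shows Sall1 as upregulated by qPCR, and its edgeR log2 fold change was 0.51 (adjusted p = 0.118), passing with DESeq2 (adjusted p = 0.0038), no filter and all 9 libraries, with a range from 0.00375 to 1. Of the Table 2 genes that did not pass, Dapl1, Thsd7b, Gpr37 and Nr1h5 each passed with DESeq2 with or without the prior and with no filter. Dapl1 also passed with all 9 libraries and without null 3, and Thsd7b without WT 3. Gpr37 and Nr1h5 passed with limma-voom, without composition normalization, with all 9 libraries, without null 3 and with the mesenchyme covariate, which was chosen after the values were seen. Across the settings the adjusted p ranged from 1.41e-04 to 0.453 for Dapl1, from 1.36e-04 to 0.496 for Thsd7b, from 1.89e-04 to 0.26 for Gpr37 and from 3.82e-07 to 0.239 for Nr1h5.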

Other observations

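The tests of cell cycle genes against heterozygotes, of library variation in 3 sets, of the scatter of fold changes within sets, of genes near Prdm16, of the endothelial, hair cell and mesenchyme lists, of lower genes against heterozygotes and of the size of the sex effect, and the mesenchyme covariate, were chosen only after related results had been seen. For tests of the Kölliker's organ set here, Prdm16 was left out of it after it was seen to be a member.

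For the number of genes between null and WT, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many higher genes and 1 as many lower genes, and between null and heterozygote embryos the counts were 1 and 1. Splits as far from no effect numbered 1 for the Kölliker's organ shift, 2 for the prosensory shift, 1 for the Notch list, 1 for the cell cycle list, 1 for the chloride list, 1 for each of the enrichments of prosensory and Kölliker's organ genes between null and WT, and 4 for the Kölliker's organ shift in heterozygotes. With 4 such splits no share can go under 0.05, so this count cannot tell any of these results apart from a chance split whatever it gives. Of the 6 splits of null and WT libraries that part 1 pair, 3 gave a shift as far from 0 for the Notch list, 2 for the prosensory set, 1 for the chloride list, and 0 for the Kölliker's organ set and the cell cycle list, and 0 gave as many genes or as large an enrichment. Since same-numbered embryos of these genotypes do not vary together, these splits bear on the results too. The other split with a larger prosensory shift (0.19) sets WT 1, WT 2 and null 3 against WT 3, null 1 and null 2.

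That split called 0 genes higher and 132 lower, none of them among the 293 called between null and WT, and all 14 of its calls in Table S1 were mesenchyme genes (Fisher's exact test, p = 3.10e-17). WT 1, WT 2 and null 3 also lie high in a list of 9 endothelial genes (2.38, 2.12 and 1.79 from the mean of 9 libraries on the log2 scale) while the other 6 lie at -0.44 or below. This is consistent with different amounts of non-epithelial tissue left by dissection, a hypothesis, since tissue content was not measured. The endothelial list was shifted by -2.40 in heterozygotes against WT on the log2 scale, and by -1.98 or further without one WT library. Each of those fits keeps WT 1 or WT 2, and WT 3 (-1.51) lies below all 3 heterozygotes, so the fall rests on those 2 libraries and not on all of WT. Pigment cell genes were shifted by -1.89 in null against WT (unadjusted camera p of 0.053 with the correlation estimated), and by -1.60 with the mesenchyme covariate. They were also shifted by -1.42 in heterozygotes against WT, and by -0.41 in null against heterozygotes (unadjusted camera p of 0.0963). WT 1, WT 2 and WT 3 lie highest in this list (1.09, 1.67 and 0.438 from the mean of 9 libraries). The fall thus sets WT libraries apart and is not particular to null embryos. Hair cell genes were shifted by 0.45 in null against WT, but by -0.138 without null 3 (unadjusted camera p of 0.382), so this rests on one library.

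For the genes lower in null than WT, mesenchyme genes were not over-represented (0 of 129, Fisher's exact test, p = 0.393). All 128 that were tested against heterozygotes were also lower there (100%), but they were chosen as low in the same null libraries, so this test shows no stability.

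Males are WT 1, heterozygote 1 and null 1 and 2, by Y-linked counts. Of 288 genes called between null and WT, 57 (19.8%) had an unadjusted p under 0.05 for sex in WT and heterozygote libraries. This was so for 5.3% of other genes (Fisher's exact test, p = 2.17e-17, odds ratio 4.42), an excess that left a contribution of sex open. The size of that sex effect was then compared with the fold changes. Its median was -2.01% of the log2 fold change of the called genes (quartiles -5.24% and 1.17%), so it does not account for most of their size. The sex effect had the same sign as the log2 fold change in 92 of the 288 genes. In the WT and heterozygote libraries the only males were WT 1 and heterozygote 1. Sex there cannot be parted from what else set these embryos apart, and WT 1 is also in the null against WT test. A sex effect of the estimated size would not give the changes in the called genes as a set, but the estimate rests on these embryos. With the sex covariate 120 genes were higher, 105 of them among the 158, and 103 lower, 97 of them among the 135. Sex is not fully ruled out for single genes. Called genes were also not enriched within 10 Mb of Prdm16, where 1 of 172 was called (Fisher's exact test, p = 0.376), and gene length and GC content explained 0.758% of the variance in log2 fold change.

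The fall of the cell cycle list was -0.312 after length, GC content and level were regressed out, -0.258 with the sex covariate, and -0.337 between null and heterozygote embryos, where the endothelial list goes the other way. The mean log2 CPM of the list set the 3 null libraries apart from the other 6 with an exact permutation p of 0.0476, which is 0.238 after Benjamini-Hochberg adjustment over 15 lists, and null 3 lay within the range of the others. With the chance split open, a lower level of cell cycle genes in null ducts is a hypothesis that these libraries do not settle.

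For the Kölliker's organ genes, the shift was -0.49 with the mesenchyme covariate, and the null libraries were set apart from the other 6 with an exact permutation p of 0.0119, the smallest that 84 regroupings give, and 0.179 after adjustment over 15 lists. If null ducts had only fewer Kölliker's organ cells, all genes of the set might fall by one factor. Their log2 fold changes, from -2.78 to 0.93, scatter more than their standard errors allow (Cochran Q = 1481 on 45 degrees of freedom). Genes more specific to the cluster in Table S1 fell more (Spearman rho = -0.499, permutation p = 4.20e-04, and Pearson r = -0.709, across 46 genes, which are not independent), which is consistent with some loss of such cells. Loss of cells and regulation within cells may both contribute, and bulk RNA cannot part them.

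For the prosensory genes, the shift was 0.127 with the mesenchyme covariate, but the mean log2 CPM did not set null libraries apart from the other 6 (exact permutation p = 0.0833), and the heterozygote mean lay between those of WT and null embryos. Their log2 fold changes scatter more than one common factor allows (Cochran Q = 752.6 on 82 degrees of freedom). The permutation test pools WT with heterozygotes, whose prosensory genes also rose, so it does not test null against WT alone. Against WT alone, the 3 null libraries (0.116, 0.115 and -0.0337 from the mean of 9 libraries) all lie above the 3 WT libraries (-0.0672, -0.100 and -0.0804), which chance gives for 10% of splits of 3 against 3, so library variation stays open there.

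Of the other genes the paper tested by qPCR, Pou3f2 (-2.08), Spock1 (-1.15) and Rgcc (-1.28) had an edgeR adjusted p under 0.05 in all 6 fits that each left out one embryo, and Thrb (-0.78) in 2. These are values from sequencing, not from the qPCR embryos.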
